# BUB1 drives the occurrence and development of bladder cancer by mediating the STAT3 signaling pathway

**DOI:** 10.1186/s13046-021-02179-z

**Published:** 2021-12-01

**Authors:** Ning Jiang, Yihao Liao, Miaomiao Wang, Youzhi Wang, Keke Wang, Jianing Guo, Peikang Wu, Boqiang Zhong, Tao Guo, Changli Wu

**Keywords:** Bladder cancer, BUB1, STAT3, Phosphorylation, Proliferation

## Abstract

**Background:**

The incidence of bladder urothelial carcinoma (UC), a common malignancy of the urinary tract, is approximately three times higher in men than in women. High expression of the mitotic kinase BUB1 is associated with the occurrence and development of several cancers, although the relationship between BUB1 and bladder tumorigenesis remains unclear.

**Methods:**

Using a microarray approach, we found increased BUB1 expression in human BCa. The association between BUB1 and STAT3 phosphorylation was determined through molecular and cell biological methods. We evaluated the impact of pharmacologic inhibition of BUB1 kinase activity on proliferation and BCa progression in vitro and in vivo.

**Results:**

In this study, we found that BUB1 expression was increased in human bladder cancer (BCa). We further identified through a series of molecular and cell biological approaches that BUB1 interacted directly with STAT3 and mediated the phosphorylation of STAT3 at Ser727. In addition, the findings that pharmacologic inhibition of BUB1 kinase activity significantly suppressed BCa cell proliferation and the progression of bladder cancer in vitro and in vivo were further verified. Finally, we found that the BUB1/STAT3 complex promoted the transcription of STAT3 target genes and that depletion of BUB1 and mutation of the BUB1 kinase domain abrogated this transcriptional activity, further highlighting the critical role of kinase activity in the activation of STAT3 target genes. A pharmacological inhibitor of BUB1 (2OH-BNPP1) was able to significantly inhibit the growth of BCa cell xenografts.

**Conclusion:**

This study showed that the BUB1 kinase drives the progression and proliferation of BCa by regulating the transcriptional activation of STAT3 signaling and may be an attractive candidate for therapeutic targeting in BCa.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-021-02179-z.

## Background

Bladder cancer (BCa) is the 8th leading cause of new cancer cases in men worldwide, and 81,400 new cases and 17,980 deaths occurred in the United States in 2020, according to statistical data [1]. At present, the main challenge in BCa treatment is the extremely high recurrence rate after cystectomy or adjuvant chemotherapy [2]. Thus, efforts to gain an in-depth understanding of the mechanisms of bladder carcinogenesis are strongly recommended. Cancer cells are characterized by uncontrolled proliferation and aneuploidy [3]. BUB1, a mitotic serine/threonine kinase, has multiple functions in chromosome segregation, KT-MT interaction and SAC function [4–6]. It has been found that BUB1 phosphorylates Cdc20 and histone H2A, resulting in active transcription in human cells [7, 8]. BUB1 was also found to be deregulated and linked to tumorigenesis, and mice with BUB1 mutations were found to exhibit increased chromosome segregation errors and aneuploidy [9–11]. Moreover, BUB1 overexpression was found to drive spontaneous tumorigenesis and accelerate Myc-induced lymphoma development in transgenic mice [12]. It was also found that overexpression of BUB1 was tightly associated with the development and progression of several human cancers, including breast cancer, prostate cancer, and hepatocellular carcinomas, as well as lymphoma and ovarian cancer [13–17]. Additionally, Aurora-B hyperactivation by BUB1 overexpression was found to result in chromosome missegregation, which induced tumor formation [13, 14]. The expression of BUB1 was found to be upregulated in basal-like breast cancer [17], and BUB1 was required for maintaining cancer stem cell renewal in breast cancer cell lines [18, 19]. STAT3 activation is frequently observed in malignant transformation to carcinoma, occurring in almost 45% of human BCa cases [20, 21]. Previous research found that treatment of Stat3 transgenic mice with BBN can induce rapid progression of BCa [22]. As a transcription factor, STAT3 is usually activated by cytokines or phosphorylation [23], and activated STAT3 regulates a series of transcriptional processes of critical target genes, such as POU5F1 and NFATC2, which are involved in cell survival, proliferation, differentiation and apoptosis [24, 25]. Although many previous studies have indicated that STAT3 plays a critical role in BCa development [22–26], mechanistic insights into how BUB1 mediates STAT3 to promote BCa largely remain to be elucidated.

In this study, we demonstrated the role of BUB1 as a novel, positive regulator of STAT3 activity. BUB1 interacted with STAT3 and phosphorylated STAT3 at Ser727. Furthermore, BUB1 was recruited to phosphorylate STAT3 and interacted with the transcriptional coactivator p300 to form a complex, which facilitated the enhancement of serine phosphorylation-dependent STAT3 transcriptional activity. Finally, BUB1 was found to enhance NFATC2- and LHX1-induced proliferation of BCa cells mediated by STAT3. Treatment with a pharmacological inhibitor of BUB1 (2OH-BNPP1) inhibited the growth of BCa cell xenografts. The BUB1 kinase may be an attractive candidate for therapeutic targeting in BCa.

## Materials and methods

### Patient samples

In this study, 34 BCa and matched paracancerous tissue samples were collected from BCa patients who underwent surgical resection without neoadjuvant chemotherapy or radiotherapy in the Department of Urology of the Second Affiliated Hospital of Tianjin Medical University (China) between 2017 and 2019. Detailed patient information is presented in Supplementary Table 1. The collection process of bladder cancer tissue was based on the specific criteria, the inclusion criteria: these patients underwent total cystectomy; the exclusion criteria: these patients underwent electrocystectomy and puncture. The processes used to obtain samples followed strict scientific methods and were approved by the Ethics Committee of the Second Hospital of Tianjin Medical University.

### Cell culture

T24, 5637 and EJ bladder cancer cells (ATCC; America) were cultivated in RPMI-1640 medium (Invitrogen) supplemented with 10% fetal bovine serum and antibiotics. RNAi oligonucleotides targeting BUB1 were purchased from GenePharma.

### Transfection and drugs treatment

**s**hBUB1 Wt (full-length BUB1 was cloned into pcDNA3.1) was donated by Dr. Gang-Zhang from Denmark, and the myc-BUB1 and myc-KD vectors were donated by Sabine Elowe from Canada. The S727A plasmid is from Addgene (#33102). We transfected bladder cancer T24, 5637 and EJ cells with 20uM siRNA, 2μg BUB1 related plasmid for subsequent invitro experiments. We also treated bladder cancer T24, 5637 and EJ cells with 1uM-50uM BUB1 inhibitor 2OH-BNPP1 for detecting IC50 value, and further treated these cells with 5uM/10uM 2OH-BNPP1 for subsequent invitro experiments.

### In vitro kinase assay

For the in vitro kinase assay, BUB1 or STAT3 was immunoprecipitated using the Flag or MYC epitope in NP-40 lysis buffer. Three hundred nanograms of purified BUB1 and 1 mg of STAT3/H2A were incubated in the presence or absence of the BUB1 inhibitor in kinase assay buffer containing 50 mM HEPES (pH 7.5), 15 mM MgCl_2_, 1 mM EGTA, 10% glycerol, 10 mM DTT and 0.1 mM ATP at 30 °C. After 30 min, the reaction product was separated by SDS–PAGE, and immunoblotting was then conducted with anti-STAT3-pSer727, anti-H2A-pT120, anti-total STAT3, anti-H2A, and anti-BUB1 antibodies.

### Co-Immunoprecipitation and Western blotting

T24, 5637 and EJ cells were harvested and lysed in lysis buffer (150 mM KCl, 75 mM HEPES (pH 7.5), 1.5 mM EGTA, 1.5 mM MgCl_2_, 10% glycerol, and 0.075% NP-40 supplemented with protease inhibitor cocktail [Roche, USA]). The lysate was precleared using a mixture of protein A–Sepharose (CL-4B; GE Healthcare) and the appropriate antibody overnight at 4 °C. Immunoprecipitates were washed with lysis buffer, resuspended in sample buffer, boiled and analyzed by SDS–PAGE. Individual samples (40 μg of protein) were separated on an 8% SDS polyacrylamide gel and transferred to PVDF membranes (Millipore, Billerica, MA). Membranes were blocked in a PBS-Tween 20 solution with 5% fat-free milk for 1 h at room temperature and were then incubated with appropriate dilutions of primary antibodies specific for STAT3 overnight at 4 °C. After washing, membranes were incubated with HRP-conjugated anti-rabbit or anti-mouse IgG for 1 h. Membranes were developed in an ECL mixture (Vector Laboratories, Burlingame, CA) and visualized by Imager.

### RNA extraction and analysis

RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA (2μg) was subjected to reverse transcription using Superscript III transcriptase (Invitrogen). The obtained cDNA was used for qPCR using a Bio–Rad CFX96 system with SYBR Green. Primers sequences are presented in Supplementary Table 2. RNA expression levels were normalized to that of GAPDH RNA.

### Luciferase assay

For the dual luciferase assay, 5637 cells were plated in triplicate into 12-well plates and cotransfected with 1 μg of the reporter construct, 15 pmol of the STAT3 luciferase reporter vector, and BUB1 siRNA by using transfection reagent (Roche). Transfected cells were cultured, and 24 h later, supernatants were collected for the luciferase assay using a Dual Luminescence Assay Kit (GeneCopoeia, MD) according to the manufacturer’s instructions. The luciferase assay was performed with the Glo Luciferase Assay System (Promega).

### Chromatin Immunoprecipitation

Five thousand six hundred thirty-seven cells were grown in RPMI-1640 medium (Invitrogen) supplemented with 10% charcoal-stripped FBS (CSF, HyClone, USA). Then, 1% formaldehyde was added for DNA crosslinking at room temperature for 10 min, and glycine was added (0.125 M final concentration) for 5 min to stop the crosslinking reaction. Cells were lysed with lysis buffer containing protease inhibitors, and DNA was then sonicated into fragments with a length between 200 and 1000 bp. One-tenth of the cell lysate was used as an input control, and the rest was used for immunoprecipitation with an anti-STAT3 antibody. After immunoprecipitation using protein G-agarose columns, protein-DNA complexes were eluted and heated at 65 °C to reverse crosslinking. After digestion with proteinase K, DNA fragments were purified using spin columns and analyzed using qPCR with the following thermal cycling parameters: 40 cycles at 94 °C for 30 s, 56 °C for 30 s, and 72 °C for 1 min. Specific primer sets were designed to amplify target sequences within the human NFATC2 and LHX1 promoters, as shown in Supplementary Table 2.

### RNA-Seq analysis

A total of 5637 cells transfected with BUB1 or scramble siRNA were used for RNA-seq. RNA quantity and quality were evaluated by an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Four micrograms of total RNA was used to generate sequencing libraries, and a KAPA Stranded RNA-Seq Library Prep Kit from Illumina (San Diego, CA, USA) was used according to the manufacturer’s instructions. First, mRNA enrichment was performed with the NEBNext® Poly (A) mRNA Magnetic Isolation Module. After heating, RNA was fragmented into small pieces using divalent cations for purification. The cleaved RNA fragments were reverse transcribed into first-strand cDNA using reverse transcriptase and random primers, and second-strand cDNA synthesis was then performed using DNA polymerase I and RNase H. The products were purified and enriched by polymerase chain reaction (PCR) to generate the final cDNA library. The enrichment and size distribution of the library were tested with an Agilent 2100 Bioanalyzer. Hybridization and cluster generation were performed in a cBot system. Samples were subjected to single-end sequencing with a read length of 50 bp in an Illumina HiSeq 4000 sequencer. After preprocessing of the raw reads (filtering and QC), the sequencing reads were mapped to the human reference genome version 19 using the TopHat algorithm version 2.0.9 with Ensembl gene annotations version GRCh37.65. Further analysis was performed with the R statistical programming language version 2.15.0. The DEGseq package was used to compare differentially expressed transcripts among samples based on FPKM values calculated by Ballgown (fold change≥2.0, *P*value ≤ 0.05). These genes positively regulated by BUB1 signaling were considered to be those with downregulated expression after BUB1 knockdown (BUB1 knockdown versus siSCR) and were subjected to KEGG pathway analysis. The *P* values for each gene in the two signaling pathways are listed in Supplementary Table 3. The accession number for the RNA-seq data is GSE130145.

### MTT assay

We transfected T24 and 5637 cells with si BUB1 for 48 h or treated T24 and 5637 cells with 0, 5 and 10 μM 2OH-BNPP1 (a BUB1 inhibitor) for 4 h. A total of 2.0 × 10^3^ cells per well were seeded into 96-well plates and cultured at 37 °C for 24 h, 48 h, 72 h, and 96 h. Then, 30 μL of MTT solution was added to each well at the indicated time, and the cells were cultured for another 2 h at 37 °C. The MTT solution was then removed, and 150 μL of dimethyl sulfoxide (DMSO) was added to each well. Finally, we measured the absorbance at 490 nm with a microplate reader.

### Transwell invasion assay

We transfected T24 and 5637 cells with si BUB1, BUB1-wt and BUB1 K821R plasmids, separately, or treated T24 and 5637 cells with 10 μM 2OH-BNPP1 for 4 h. In addition, 2 × 10^4^ cells were plated into the top chambers of 24-well Transwell plates, and 800 μl of RPMI-1640 medium containing 10% FBS was added to the bottom chambers. After an additional 48 h of incubation at 37 °C, we washed the chamber inserts twice with PBS, further fixed them with paraformaldehyde and stained them with crystal violet. Then, the number of invading cells in all chambers was calculated in 5 fields of view.

### Immunohistochemical staining

All clinical patient tissues were collected from the Department of Urology of the Second Hospital of Tianjin Medical University and were further preserved in formalin. In addition, mouse bladders and nude mouse subcutaneous tumors were removed in a sterile environment and were further preserved in formalin. All of the above tissues were frozen, embedded in paraffin and cut into 4 μm sections. These sections were handled and subjected to immunohistochemical staining according to the protocol. The corresponding antibodies were as follows: anti-BUB1 (DF6698, Affinity, 1:100); anti-ki67 (AF0198, Affinity, 1:100); anti-LHX1 (DF4823, Affinity, 1:100); and anti-NFATC2 (ab169140, Abcam, 1:100). The expression levels of BUB1, ki67, LHX1 and NFATC2 were evaluated and images acquired under a Zeiss microscope (200×).

### Immunofluorescence analysis

Cells were grown on Labtek II-CC2 chamber slides (Nunc), fixed with 4% paraformaldehyde for 5 min, washed with PBS and blocking buffer (PBS with 5% BSA and 0.1% Triton X-100), and incubated overnight at 4 °C with primary antibodies against BUB1 and STAT3. Alexa Fluor 350-, 488- or 647-conjugated donkey anti-mouse, anti-rabbit or anti-goat secondary antibodies (Invitrogen) were used. Cell nuclei were visualized with DAPI (Sigma).

### Sphere formation assay

Single-cell suspensions (1 × 10^3^ cells in 60 μl of medium) were mixed with 60 μl of cold Matrigel, and the mixture was placed along the rim of 24-well plates. The culture plates were placed in a 37 °C incubator for 10 min for solidification of the mixture, and 500 μl of medium was then added into each well. Spheres were counted under an Olympus light microscope after 7–14 days, and size differences were examined. At least three experiments were performed.

### Immunofluorescence

All patient tissues were collected from our hospital and fixed with formalin, embedded in paraffin and sliced into 4 μm sections. These sections were handled and subjected to immunofluorescence analysis according to the protocol. The sections were processed through the following procedure: dewaxing, antigen retrieval with sodium citrate, blocking with BSA and incubation with the indicated primary antibody overnight. The next day, the sections were incubated with the secondary antibody and DAPI and were subsequently observed and photographed.

Cells were transfected with the indicated plasmid for 48 h, digested with trypsin and plated at 1 × 10^4^ cells per well in a 24-well plate containing cell climbing slides. The climbing slides were handled and subjected to immunofluorescence analysis according to the protocol, which included the following steps: fixation with 4% paraformaldehyde, incubation with 0.5% Triton X-100, blocking with 5% BSA and incubation with the primary antibody overnight. We then sequentially incubated these climbing slides with the secondary antibody and DAPI and further observed and photographed the slides.

### Animal studies

Eight-week-old male BALB/c mice (HFK Bio-Technology Co. Ltd., Beijing) were injected subcutaneously with 2 × 10^6^ 5637 cells suspended in 0.1 mL of Matrigel (BD Biosciences) in the bilateral dorsal flanks. Once the tumors reached approximately 5 mm in length, the mice were randomized and treated daily with 2OH-BNPP1 (100 mg/kg body weight) by intraperitoneal injection for 9 days. Tumors were measured with digital calipers, and volumes were estimated using the formula LW^2^/2, where L = tumor length and W = tumor width. At the end of the studies, the mice were killed, and the tumors were excised and weighed. All procedures involving mice were approved by the University Committee on the Use and Care of Animals at Tianjin Medical University and conformed to all regulatory standards. We also established a model of spontaneous bladder cancer model in KM mice via feeding water supplemented with 0.1% BNN (N-butyl-N-(4-hydroxybutyl) nitrosamine), which induces bladder cancer. These mice were fed BNN for 3 months and killed 3 mice per month, and the bladders were extracted for further H&E and IHC staining. Drug treatment was stopped in the remaining mice fed BNN for 3 months; and these mice were killed, and bladders were excised bladders each month. The excised bladders were embedded in paraffin and sectioned for subsequent IHC and H&E staining. H&E staining was performed to assess structural changes, while IHC staining was conducted to evaluate BUB1 expression in the corresponding mouse bladders.

### Statistical analysis

Data are expressed as the mean ± SD values. Differences between two samples were determined by Student’s t-test. *P* values of 0.05 or less were considered statistically significant. Tumor weights were analyzed using GraphPad Prism 8.

## Results

### BUB1 expression was increased in human bladder cancer

The functions of BUB1 during the progression and carcinogenesis of BCa are not fully understood. Comprehensive analysis of the expression profiles of 8739 genes in The Cancer Genome Atlas (TCGA) showed that BUB1 was upregulated in BCa tissue compared with normal bladder tissue (Fig. 1A, B). To further verify these TCGA data, we investigated the mRNA expression of BUB1 in 34 collected paired bladder cancer tissues, and the results showed that the mRNA expression of BUB1 was significantly higher in bladder cancer tissues than in normal tissues (Fig. 1C). Furthermore, we collected 34 paired bladder cancer tissues from our hospital and analyzed the expression of BUB1 in these patient samples by immunohistochemical staining. The results showed that BUB1 expression in bladder cancer was upregulated compared with that in normal bladder tissue. Interestingly, the expression of BUB1 in low-grade bladder cancer was lower than the expression of BUB1 in high-grade bladder cancer. We also found that the expression of BUB1 in the tumor epithelium progressively increased in BCa tissue compared with normal bladder tissue (Fig. 1D). We further divided these patients into high and low BUB1 expression groups and analyzed the correlation between BUB1 expression and several common clinicopathological features of bladder cancer (including age, sex, tumor grade, tumor size and metastasis status). We found that BUB1 was related to tumor size (X^2^ = 11.7588, *P* = 0.0006, Table 1) but not to age, sex, tumor grade or metastasis (*P* > 0.05). Moreover, we further found that the protein expression level of BUB1 in BCa was obviously higher compared with that in normal bladder tissue, consistent with the mRNA expression results (Fig. 1E; Supplementary Fig. 1). Based on the above results, we determined that BUB1 might be upregulated in BCa and promote the occurrence and progression of BCa. Importantly, survival analysis of patients stratified by BUB1 expression in two datasets was performed according to the Kaplan–Meier method. Differences in survival times were assessed using the log rank test. Higher expression levels of BUB1 were significantly associated with poorer overall survival (Fig. 1F). Previous studies showed that CK5 was mainly expressed in luminal cells, while CK8 was mainly expressed in basal cells. To further explore the location of BUB1 expression, we conducted immunofluorescence staining of CK5, CK8 and BUB1 in human bladder cancer tissue, and the results demonstrated that the location of BUB1 expression was consistent with the location of CK5 expression, while the location of CK8 expression was opposite that of BUB1 expression (Fig. 1G). And the occurrence of BCa was closely related to luminal cells, not basal cells. Collectively, the above results showed that BUB1 was mainly located in basal cells and was strongly associated with bladder carcinogenesis. The specific internal mechanism by which BUB1 regulates bladder cancer occurrence and development needs to be further studied.

**Fig. 1:**
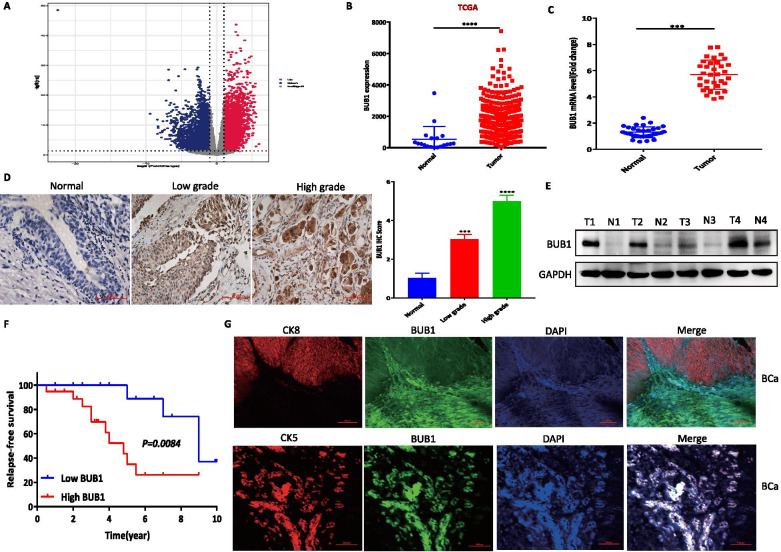
BUB1 expression was increased in human bladder cancer. **A**. Volcano plot of differentially expressed genes (DEGs) in TCGA BLCA data. **B**. Box plots of the relative mRNA expression levels of BUB1 in human bladder cancer samples from TCGA datasets. The boxes show that the expression level of BUB1(*n* = 19) in normal bladder tissue was lower than that (*n* = 411) in bladder cancer tissue. *P* < 0.0001. **C**. Real-time PCR analysis of BUB1 mRNA levels in tissue derived from 34 paired bladder cancer specimens. *P* < 0.001. **D**. Immunohistochemical (IHC) analysis of the BUB1 protein in human normal bladder and bladder cancer clinical samples. Quantification of IHC staining in human normal bladder and bladder cancer clinical samples. **E**. WB analysis of the BUB1 protein level in human normal bladder (N) and bladder cancer (T) clinical samples. **F**. Comparison of survival rates in the indicated groups. Low BUB1 expression group, *n* = 14; high BUB1 expression group, *n* = 20. Patients with high expression of BUB1 had a significantly worse prognosis than those with low expression of BUB1 (*P* = 0.0084); n: number of patients. **G**. Immunofluorescence staining showing the correlation between BUB1 localization and CK5 and CK8 localization in bladder cancer tissue

**Table 1:** Relationships of BUB1 and clinicopathological characteristics in 34 patients with bladder cancer

Feature	All ***n*** = 34	BUB1 expression		χ^***2***^	***P***
		Low ***n*** = 14	High ***n*** = 20		
**Age (year)**				0.0038	0.9509
< 55	16	6	10		
≥ 55	18	8	10		
**Gender**				2.29E-31	1
Male	19	8	11		
Female	15	6	9		
**Tumor grade**				3.12 E-11	0.9862
Low	15	8	7		
High	19	6	13		
**Tumor size**				11.7588	0.0006*
< 3 cm	16	12	4		
≥ 3 cm	18	2	16		
**Metastasis**				0.1035	0.7477
Yes	12	4	8		
No	22	10	12		

### BUB1 was related to JAK-STAT signaling

To understand the biological significance of BUB1-mediated phosphorylation and the effects of BUB1 on the occurrence and progression of BCa, we investigated the transcriptomes of 5637 cells with BUB1 knockdown by high-throughput RNA deep sequencing (RNA-seq). 

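BUB1, a serine/threonine kinase of the spindle assembly checkpoint, was lower in each of the 3 libraries from 5637 cells transfected with BUB1 siRNA (si BUB1) than in each of the 3 libraries from cells transfected with control siRNA (si control). The 5637 line is a human bladder carcinoma cell line, and an siRNA is a short double-stranded RNA that directs the cell to cleave the messenger RNA it matches. The BUB1 gene lies on chromosome 2, 111395105 to 111435640 (GRCh37, as all coordinates here). Its level in CPM, counts scaled by TMM normalization to a common library total, was 21.4, 15.1 and 23.2 in si BUB1 1 to 3 and 40.0, 59.4 and 58.8 in si control 1 to 3, which is 19.9 ± 4.24 with BUB1 siRNA and 52.7 ± 11.0 with control siRNA (SD, n = 3 libraries each). The remaining level was 37.72% of the control level, with a log2 fold change of −1.40 (standard error 0.24, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because 3 libraries were set against 3, an exact two-sided permutation test could not go below p = 0.1, which is the p it gave. The adjusted p was above 0.05 when si BUB1 1, 2 or 3 or si control 2 was left out, with log2 fold changes between −1.53 and −1.24. STAT3 itself (chromosome 17, 40465342 to 40540558) had 124 ± 13.0 CPM with BUB1 siRNA and 130.3 ± 16.2 CPM with control siRNA (SD, n = 3 each), a log2 fold change of −0.07 (standard error 0.16, adjusted p = 0.809), so no difference in STAT3 RNA was detected.

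The table deposited by the authors holds whole-number read counts for 20030 genes in these 6 libraries. The totals were 14427629, 12563237 and 16568462 counts for si BUB1 1 to 3 (median 14427629) and 16609675, 14125548 and 13616016 counts for si control 1 to 3 (median 14125548). The paper describes poly(A) RNA, a KAPA stranded library kit, single-end sequencing, TopHat, Ballgown and DEGseq. The submitters' notes name the TruSeq stranded kit, the mirVana kit for RNA extraction, Trimmomatic, HISAT2, Cufflinks and HTSeq. The notes on the series speak of a stable knockdown by shRNA with an overexpression arm. The sample labels and the paper name siRNA instead. Here the 12751 genes with enough counts for the test were fitted with edgeR, and a gene is called higher or lower at an adjusted p under 0.05. Gene lists were written down before the counts were examined, but after part of the study's own table of changed genes had been read, so they are not blind to those values. That table comes from the same libraries. The choice of a list may thus follow these data, and its p is not independent evidence. Whether a list shifted against all other genes was tested with camera at a preset inter-gene correlation of 0.01. The labels do not say that the libraries of a group came from separate cultures. The p-values of single genes thus measure only the spread between these libraries, which may be technical. The p of camera rests also on the spread across genes, so it can be very small with 6 libraries. In splits of the libraries that mix the groups, camera still passed 5 to 16 lists, against 18 in the real split.

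Library si control 1 stood apart from si control 2 and 3. Across 9861 genes, its log2 ratio to the mean of si control 2 and 3 went down with transcript length (Spearman correlation −0.73 across genes, which are not independent replicates), from a median of 1.22 for the 507 genes with transcripts under 1000 bases to a median of −0.79 for the 1941 genes with transcripts over 6000 bases. The si BUB1 libraries lay between, with medians of 0.53 to 0.85 for the shortest and −0.55 to −0.32 for the longest transcripts, as the plot of library medians by transcript length shows. The mean of the si BUB1 libraries over si control 2 and 3 also went down with transcript length (Spearman correlation −0.50). Against all si control libraries the correlation was −0.25, so leaving out si control 1 leaves a stronger trend between the groups. The 50 genes with the most counts took 23.5% of the counts in si control 1, 17.3% in si control 2, 15.8% in si control 3 and 22.4% to 24.1% in the si BUB1 libraries. For this reason counts of changed genes are also given without si control 1 and after a correction that takes a smooth trend on transcript length out of each library, which was chosen after the data had been seen.

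**Figure D1:**
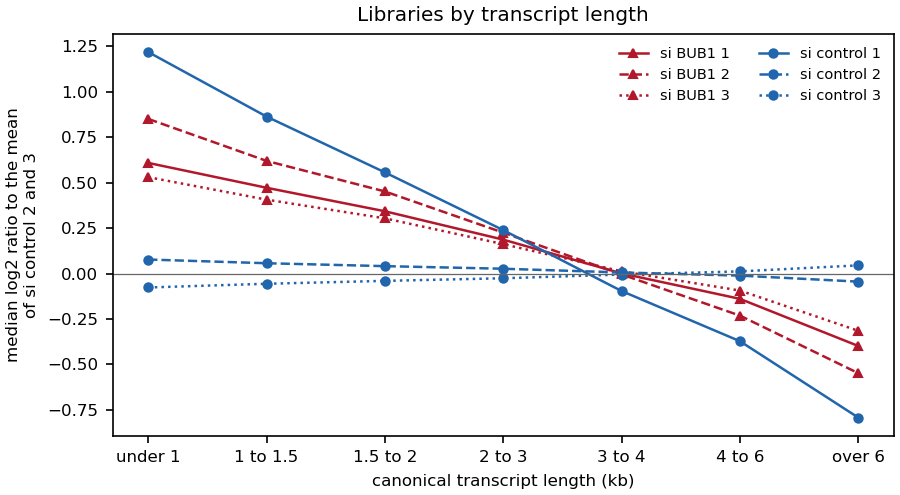
Median log2 ratio of each library to the mean of si control 2 and 3 (vertical axis) for genes grouped by the length of their canonical transcript in kilobases (horizontal axis). Each line is 1 library; si control 1 runs from 1.22 for the shortest transcripts to −0.79 for the longest, and the 3 si BUB1 libraries lie between it and si control 2 and 3 at both ends.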

In brief, total RNA was extracted from 5637 cells transfected with control siRNA or BUB1 siRNA (Fig. 2A; Supplementary Table 3). Gene Ontology (GO) analysis revealed that the enriched genes were mainly involved in the processes of cell adhesion and positive regulation of JAK-STAT signaling (Fig. 2B). 

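Genes of cell-matrix adhesion, which encode integrins, collagens, laminins and the proteins that link them to the cytoskeleton, were more often lower than higher with BUB1 siRNA. Of 56 members tested, 21 were lower, 3 were higher and 32 did not pass (25 lower and 4 higher when adjusted over the list alone). The collagen gene COL3A1 (chromosome 2, 189839099 to 189877472) fell from 25.4 ± 7.53 to 5.07 ± 0.704 CPM (SD, n = 3 each). For COL3A1 the log2 fold change was −2.32 (standard error 0.28, adjusted p = 0.00481 from edgeR). The integrin gene ITGB8 (chromosome 7, 20370325 to 20455377) fell from 3.58 ± 1.197 to 0.350 ± 0.0780 CPM, a log2 fold change of −3.34 (standard error 0.46, adjusted p = 0.00691), and the log2 fold changes of the collagen genes COL7A1 and COL6A2 were −1.90 (standard error 0.28, adjusted p = 0.00844) and −3.92 (standard error 0.87, adjusted p = 0.0303). COL6A2 rests on 4 counts in all si BUB1 libraries together. The median log2 fold change of the list was −0.53 (adjusted p = 2.7e-05 from camera), with adjusted p = 0.35 with an estimated correlation.

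Fig. 2B concerns the genes that the study counts as targets of both BUB1 and STAT3. Of 11 such genes in the Gene Ontology term cell adhesion of the deposited annotation, 4 were lower, 1 was higher and 6 did not pass, and among all 158 tested genes of that term 19 were lower and 5 were higher. The 4 lower genes were HES1, EMP2, PDZD2 and the desmosomal plakophilin PKP1, and the higher one was CFDP1. HES1, a transcriptional repressor downstream of Notch, was also the only one of them in the term positive regulation of JAK-STAT cascade, and fell from 59.9 ± 11.0 to 22.7 ± 3.02 CPM. For HES1 the log2 fold change was −1.40 (standard error 0.20, adjusted p = 0.00709). Of the genes in the cell-matrix adhesion list, ITGA2 had a log2 fold change of −1.68 (standard error 0.37, adjusted p = 0.0295), ITGA3 of −0.68 (standard error 0.15, adjusted p = 0.0296) and COL13A1 of −1.59 (standard error 0.24, adjusted p = 0.00932); they are targets of both proteins in the study's table. The study chose these shared targets on the same libraries, so their direction is not independent evidence. The genes of these terms were named because their counts are small, after their values had been seen.

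In si control 1 the cell-matrix adhesion list had a median log2 ratio of −0.47 to si control 2 and 3. Left without si control 1, 37 of its members were lower and 7 higher, and after the correction for transcript length 27 were lower and 6 higher. With any other library left out, 1 to 10 members were lower.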

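Among genes with a mean log2 CPM of at least 1 and no overlap between the groups, genes that fell furthest with BUB1 siRNA include PLAT, MUC13, CSF2, RSAD2 and INSIG1, and those that rose furthest were GPX2, HSPA6, CASP5, TEX19, HKDC1 and CYP1A1. PLAT encodes tissue plasminogen activator (chromosome 8, 42032236 to 42065227) and fell from 9.02 ± 2.36 to 0.130 ± 0.132 CPM (SD, n = 3 each). For PLAT the log2 fold change was −6.10 (standard error 0.59, adjusted p = 0.00231 from edgeR). Its level with BUB1 siRNA was near the floor, so the size of this change rests on few counts. INSIG1, which encodes a protein that holds SREBP in the endoplasmic reticulum (chromosome 7, 155089486 to 155101945), fell from 1504 ± 371 to 96.1 ± 7.15 CPM. For INSIG1 the log2 fold change was −3.97 (standard error 0.24, adjusted p = 5.3e-04). The log2 fold changes of the mucin gene MUC13, of CSF2, which encodes the cytokine GM-CSF, and of the interferon-stimulated gene RSAD2 were −4.89 (standard error 0.61, adjusted p = 0.00572), −4.11 (standard error 0.62, adjusted p = 0.00958) and −4.06 (standard error 0.69, adjusted p = 0.0141), with −3.35 for CSF2 without si control 1. GPX2, a glutathione peroxidase (chromosome 14, 65405870 to 65409464), rose from 1.02 ± 0.560 to 14.9 ± 0.772 CPM. For GPX2 the log2 fold change was 3.86 (standard error 0.36, adjusted p = 0.00202). HSPA6, a heat-inducible HSP70 whose counts may be shared with near-identical copies (chromosome 1, 161494330 to 161496684), rose from 18.3 ± 14.4 to 177 ± 40.4 CPM. For HSPA6 the log2 fold change was 3.27 (standard error 0.52, adjusted p = 0.0112), or 4.14 without si control 1. The inflammatory caspase CASP5 and the hexokinase HKDC1 had log2 fold changes of 3.26 (standard error 0.28, adjusted p = 0.00128) and 3.15 (standard error 0.20, adjusted p = 5.3e-04), and TEX19 and the aryl hydrocarbon receptor target CYP1A1 of 3.16 (standard error 0.19, adjusted p = 5.3e-04) and 3.01 (standard error 0.19, adjusted p = 5.3e-04).

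Of 12751 genes tested, 1588 changed, 669 of them higher and 919 lower (57.9% lower), and the groups did not overlap for any of the 1588. In all, the groups did not overlap for 4775 genes (37.45%), where chance gives 10%. At the thresholds that the methods state, an unadjusted p of 0.05 or less and a fold change of at least 2, the count was 1298 genes. Without TMM normalization 79.4% of the changed genes were lower, and the median log2 fold change of all genes was −0.23 in place of −0.04. The count was 6548 genes without si control 1, and 3454 after the correction for transcript length. With si BUB1 1, 2 or 3 or si control 2 or 3 left out, 117, 241, 200, 320 and 463 genes changed, and DESeq2 on all 6 libraries called 2916. The calls of CSF2 and HSPA6 were lost without si BUB1 1, 2 or 3, that of MUC13 without si BUB1 1, and that of RSAD2 without si BUB1 2 or 3 or si control 2 or 3.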

Interestingly, downregulation of BUB1 resulted in the maximal influence on the expression of 1697 genes. 

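Genes of cholesterol synthesis and its regulator SREBP2 fell together with BUB1 siRNA. Of 27 tested, 22 were lower, none was higher and 5 did not pass (22 lower when adjusted over the list alone), with a median log2 fold change of −2.06 (adjusted p = 5.3e-52 from camera; adjusted p = 0.018 with an estimated correlation). HMGCS1, an enzyme at the start of the mevalonate pathway (chromosome 5, 43287572 to 43313614), fell from 948 ± 189.8 to 89.1 ± 6.65 CPM (SD, n = 3 each). For HMGCS1 the log2 fold change was −3.41 (standard error 0.21, adjusted p = 5.3e-04 from edgeR). IDI1, an isomerase of the same pathway (chromosome 10, 1085092 to 1095059), fell from 301 ± 87.5 to 24.4 ± 5.06 CPM. For IDI1 the log2 fold change was −3.62 (standard error 0.27, adjusted p = 8.1e-04). In fatty acid synthesis, with the related regulator SREBP1, 11 of 27 genes were lower, 1 was higher and 15 did not pass (12 lower and 1 higher over the list alone), with a median log2 fold change of −0.51 (adjusted p = 2.0e-08 from camera; adjusted p = 0.10 with an estimated correlation). FASN, the fatty acid synthase (chromosome 17, 80036214 to 80056170), fell from 400.3 ± 111 to 42.1 ± 5.79 CPM. For FASN the log2 fold change was −3.25 (standard error 0.25, adjusted p = 9.2e-04). The stearoyl-CoA desaturase SCD, the acetyl-CoA synthetase ACSS2 and SREBF1, which encodes SREBP1, had log2 fold changes of −3.10 (standard error 0.26, adjusted p = 0.00119), −2.45 (standard error 0.18, adjusted p = 6.1e-04) and −2.48 (standard error 0.19, adjusted p = 8.1e-04).

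The kinetochore and spindle checkpoint genes, the complexes in which BUB1 works, were lower in 27 of 57 cases, with 1 higher and 29 that did not pass (37 lower and 2 higher over the list alone). Their median log2 fold change was −0.77 (adjusted p = 1.7e-10 from camera; adjusted p = 0.018 with an estimated correlation). SGO2, a protector of centromeric cohesion (chromosome 2, 201374731 to 201448819), fell from 16.7 ± 7.54 to 2.82 ± 0.00985 CPM, a log2 fold change of −2.56 (standard error 0.38, adjusted p = 0.00853), and the centromere genes CENPI and CENPF had log2 fold changes of −2.27 (standard error 0.31, adjusted p = 0.00691) and −1.87 (standard error 0.48, adjusted p = 0.0428). Of 46 DNA replication genes, 17 were lower and 29 did not pass (24 lower over the list alone), with a median of −0.57 (adjusted p = 5.2e-09 from camera; adjusted p = 0.073 with an estimated correlation). Examples are the histone chaperone ASF1B at a log2 fold change of −1.70 (standard error 0.23, adjusted p = 0.00690), the ribonucleotide reductase subunit RRM2 at −1.49 (standard error 0.21, adjusted p = 0.00704), the flap endonuclease FEN1 at −1.40 (standard error 0.32, adjusted p = 0.0321) and the sliding clamp PCNA, which has pseudogene copies, at −1.40 (standard error 0.32, adjusted p = 0.0318). Of 43 interferon-stimulated genes, 14 were lower and 29 did not pass (22 lower and 1 higher over the list alone), with a median of −0.92 (adjusted p = 2.1e-08 from camera; adjusted p = 0.12 with an estimated correlation). MX2, OAS2 and GBP2 had log2 fold changes of −2.66 (standard error 0.37, adjusted p = 0.00691), −2.07 (standard error 0.44, adjusted p = 0.0261) and −2.04 (standard error 0.35, adjusted p = 0.0144). The plot of 5 lists by member shows these values.

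Over all genes, 919 were lower at an adjusted p under 0.05 and 954 at the thresholds of the methods. The median log2 ratio of si control 1 to si control 2 and 3 was 0.43 for the cholesterol list, −0.31 for the fatty acid list, −0.06 for the kinetochore list, 0.13 for the DNA replication list and −0.28 for the interferon list. Left without si control 1, the lists had 23, 14, 37, 28 and 28 lower and 1, 4, 5, 1 and 2 higher genes, in that order, and after the correction for transcript length 23 interferon-stimulated genes were lower. With any other library left out, 12 to 22 cholesterol genes were lower, 5 to 8 fatty acid genes, 1 to 7 kinetochore genes, 0 to 11 DNA replication genes and 0 to 5 interferon-stimulated genes.

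**Figure D2:**
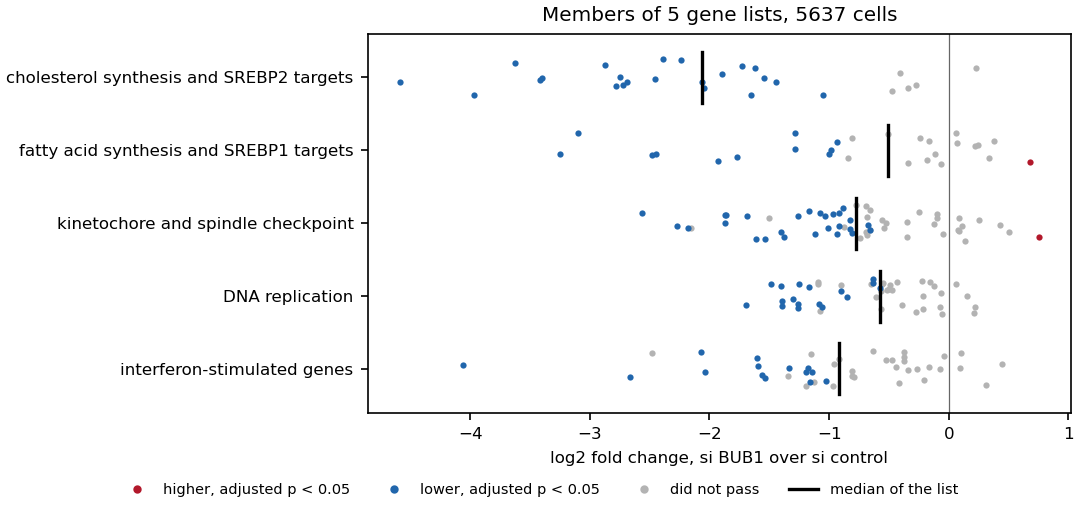
Log2 fold change of each tested gene of 5 lists, si BUB1 over si control (horizontal axis), by list (vertical axis). Points are genes, coloured by whether they passed an adjusted p under 0.05, and black bars are list medians, which run from −2.06 for cholesterol synthesis to −0.51 for fatty acid synthesis.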

The expression of 1246 genes was reduced in response to BUB1 knockdown, indicating that BUB1 positively regulated the expression of these genes. Conversely, 451 genes, including P53, PTEN and AR, were upregulated, indicating that BUB1 suppressed the expression of these genes (Fig. 2A). 

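Of 32 heat shock chaperones tested, 22 were higher, none was lower and 10 did not pass (27 higher over the list alone), with a median log2 fold change of 1.13 (adjusted p = 6.6e-29 from camera; adjusted p = 0.12 with an estimated correlation). The co-chaperone BAG3 (chromosome 10, 121410892 to 121437331) rose from 72.1 ± 17.0 to 373 ± 72.2 CPM, a log2 fold change of 2.37 (standard error 0.23, adjusted p = 0.00231), and the small heat shock protein CRYAB and the inducible HSPA1A, which has a near-identical copy, had log2 fold changes of 2.57 (standard error 0.33, adjusted p = 0.00572) and 2.70 (standard error 0.34, adjusted p = 0.00572). Of 34 targets of NRF2, the regulator of the oxidative stress response, 13 were higher and none was lower (18 higher over the list alone), with a median of 0.57 (adjusted p = 1.1e-09 from camera; adjusted p = 0.26 with an estimated correlation). Heme oxygenase HMOX1 rose from 45.4 ± 46.2 to 339 ± 27.3 CPM, a log2 fold change of 2.90 (standard error 0.65, adjusted p = 0.0308) or 4.18 without si control 1, and OSGIN1 and NQO1 had log2 fold changes of 2.18 (standard error 0.39, adjusted p = 0.0165) and 1.95 (standard error 0.47, adjusted p = 0.0367), or 2.80 and 2.73 without si control 1. Of 8 metallothioneins and zinc response genes, 3 were higher and none was lower (4 higher over the list alone), namely the zinc exporter SLC30A1 at a log2 fold change of 2.62 (standard error 0.29, adjusted p = 0.00370) and MT1X and MT1E, members of a family of near-identical genes, at 2.89 (standard error 0.42, adjusted p = 0.00765) and 2.37 (standard error 0.53, adjusted p = 0.0311), or 3.54 and 3.29 without si control 1. The median of that list was 1.33 (adjusted p = 5.6e-05 from camera; adjusted p = 0.12 with an estimated correlation), or 2.22 without si control 1. Of 33 genes of the integrated stress response, 10 were higher and none was lower (14 higher and 2 lower over the list alone), with a median of 0.57 (adjusted p = 6.6e-08 from camera; adjusted p = 0.26 with an estimated correlation). The transcription factor gene ATF3 rose from 180.3 ± 9.16 to 821 ± 12.2 CPM, a log2 fold change of 2.19 (standard error 0.15, adjusted p = 6.1e-04), and the hormone gene FGF21, INHBE and the phosphatase subunit gene PPP1R15A had log2 fold changes of 2.45 (standard error 0.37, adjusted p = 0.00908), 1.82 (standard error 0.34, adjusted p = 0.0187) and 1.54 (standard error 0.21, adjusted p = 0.00704). Of 39 immediate early genes, 13 were higher and 4 were lower (20 and 7 over the list alone), with a median of 0.72 (adjusted p = 2.9e-08 from camera; adjusted p = 0.17 with an estimated correlation). FOS rose from 36.1 ± 6.86 to 286 ± 39.7 CPM, a log2 fold change of 2.99 (standard error 0.21, adjusted p = 6.1e-04), whereas IER3 fell from 901 ± 316 to 189 ± 27.2 CPM. For IER3 the log2 fold change was −2.26 (standard error 0.27, adjusted p = 0.00504). The plot of 5 further lists by member shows these values.

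Between si control 1 and si control 2 and 3, the median log2 ratio was 0.47 for heat shock chaperones, 0.84 for NRF2 targets, 1.35 for metallothioneins, 0.43 for the integrated stress response and 0.40 for immediate early genes. When si control 1 was left out, 23 NRF2 targets, 6 metallothioneins, 24 integrated stress response genes and 24 immediate early genes were higher, and 0, 1, 2 and 8 genes of these lists were lower, in that order. After the correction for transcript length, 5 metallothioneins and 18 integrated stress response genes were higher, and 2 NRF2 targets and 2 integrated stress response genes were lower. With any other library left out, 9 to 13 heat shock chaperones were higher, 3 to 8 NRF2 targets, 1 or 2 metallothioneins, 1 to 5 integrated stress response genes and 5 to 8 immediate early genes. Over all genes, 669 were higher at an adjusted p under 0.05 and 344 at the thresholds of the methods.

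**Figure D3:**
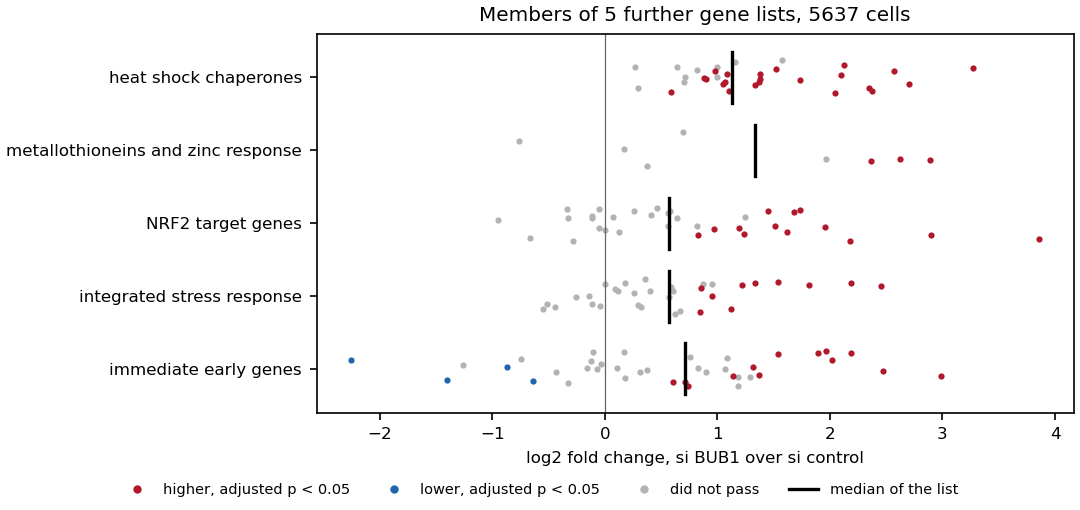
Log2 fold change of each tested gene of 5 further lists, si BUB1 over si control (horizontal axis), by list (vertical axis). Points are genes, coloured by whether they passed an adjusted p under 0.05, and black bars are list medians, between 0.57 for the integrated stress response and 1.33 for metallothioneins.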

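In the supplementary table used here, 410 genes are listed as targets of both BUB1 and STAT3, of which 401 had enough counts to be tested and 9 did not. With BUB1 siRNA, 242 of the 401 had a log2 fold change below 0 and 159 above 0, and the median was −0.74. At an adjusted p under 0.05 from edgeR, 135 were lower, 91 were higher and 175 did not pass (237 lower and 156 higher when adjusted over the list alone). Counted at the thresholds of the methods, 129 were lower and 45 were higher. Of 6 kinetochore and spindle checkpoint genes on the list, KIF18B, CENPF, SPC25, KIF18A and ZWINT were lower and DSN1 did not pass (log2 fold change −0.69, standard error 0.22, adjusted p = 0.0830). The study took these genes from its own comparison of the same libraries, so neither the number nor the direction of those that pass is independent evidence. As the STAT3 target genes of that table are held here only in part (1161 of its rows are not in the copy used), the overlap itself was not tested.

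The median log2 ratio of its genes in si control 1 to si control 2 and 3 was −0.26. Leaving out si control 1, 235 were lower and 156 higher, and after the correction for transcript length 207 and 149. With any other library left out, 8 to 37 were lower and 5 to 18 were higher.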

There were almost 3159 genes previously reported to be transcribed by STAT3, and we found that 392 of these target genes were co-targeted by both BUB1 and STAT3 (Supplementary Table 4; Supplementary Fig. 2 A-D). 

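Of the genes that the study lists as targets of both BUB1 and STAT3 and also names, E2F3, KIF18B, NFATC2, SPC25 and CHAF1A fell with BUB1 siRNA, while LHX1, POLQ and CKAP2L did not pass an adjusted p under 0.05. KIF18B, a mitotic kinesin (chromosome 17, 43002077 to 43025141), fell from 28.9 ± 11.2 to 6.32 ± 2.77 CPM (SD, n = 3 each). For KIF18B the log2 fold change was −2.18 (standard error 0.41, adjusted p = 0.0184 from edgeR). SPC25, a subunit of the NDC80 complex (chromosome 2, 169690642 to 169769881), fell from 13.0 ± 3.96 to 4.50 ± 1.71 CPM. For SPC25 the log2 fold change was −1.54 (standard error 0.35, adjusted p = 0.0315). CHAF1A, a subunit of chromatin assembly factor 1 (chromosome 19, 4402637 to 4445015), fell from 70.8 ± 4.03 to 31.6 ± 1.66 CPM. For CHAF1A the log2 fold change was −1.16 (standard error 0.15, adjusted p = 0.00572). E2F3, a transcription factor of the cell cycle (chromosome 6, 20402110 to 20493945), fell from 19.5 ± 2.47 to 9.71 ± 2.40 CPM, a log2 fold change of −1.0025 (standard error 0.24, adjusted p = 0.0355). NFATC2, a transcription factor activated by calcineurin (chromosome 20, 50003494 to 50179370), fell from 2.05 ± 0.737 to 0.337 ± 0.273 CPM, a log2 fold change of −2.50 (standard error 0.64, adjusted p = 0.0424), at no more than 41 counts in any library, and −3.31 without si BUB1 3. LHX1, a homeobox transcription factor (chromosome 17, 35294084 to 35301912), had 1.52 ± 0.768 CPM with control siRNA and 0.442 ± 0.450 CPM with BUB1 siRNA, a log2 fold change of −1.76 (standard error 0.76, adjusted p = 0.165), at no more than 32 counts in any library. POLQ, a DNA polymerase of end joining (chromosome 3, 121150278 to 121264835), had 21.3 ± 10.4 and 7.83 ± 1.31 CPM. For POLQ the log2 fold change was −1.44 (standard error 0.39, adjusted p = 0.0512). CKAP2L, a spindle protein (chromosome 2, 113493926 to 113522241), had 21.7 ± 10.3 and 9.37 ± 1.07 CPM. For CKAP2L the log2 fold change was −1.21 (standard error 0.38, adjusted p = 0.0759). The plot of CPM by library shows these genes with the others that the study names.

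Other genes of the list also fell. The desmosomal gene PKP1 (chromosome 1, 201252580 to 201302121) had 0 counts in the si BUB1 libraries against 48 in the si control libraries (adjusted p = 0.0185). The serpin gene SERPINB7 had 3 against 84 counts, a level 24.2-fold lower (95% exact interval 8.00 to 120, counting error only). The endothelial lipase gene LIPG and the phosphatase gene PTPRR had log2 fold changes of −3.22 (standard error 0.23, adjusted p = 6.1e-04) and −2.42 (standard error 0.28, adjusted p = 0.00477).

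The log2 ratio of si control 1 to si control 2 and 3 was −1.10 for KIF18B, −1.44 for LHX1, −0.95 for NFATC2, −1.44 for POLQ, −1.46 for CKAP2L and 0.71 for SPC25. Without that library, LHX1 (log2 fold change −2.13, adjusted p = 0.022), POLQ (−1.78, adjusted p = 3.4e-06) and CKAP2L (−1.55, adjusted p = 3.9e-06) also passed. Without si BUB1 1 the log2 fold change of LHX1 was −2.998 (adjusted p = 0.117). None of the genes in the plot passed without si BUB1 1, and the calls of E2F3, NFATC2 and SPC25 were lost without any library other than si control 1, and that of KIF18B without si BUB1 2 or si control 2 or 3. DESeq2 called POLQ (adjusted p = 0.0046) and CKAP2L (adjusted p = 0.018) lower.

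**Figure D4:**
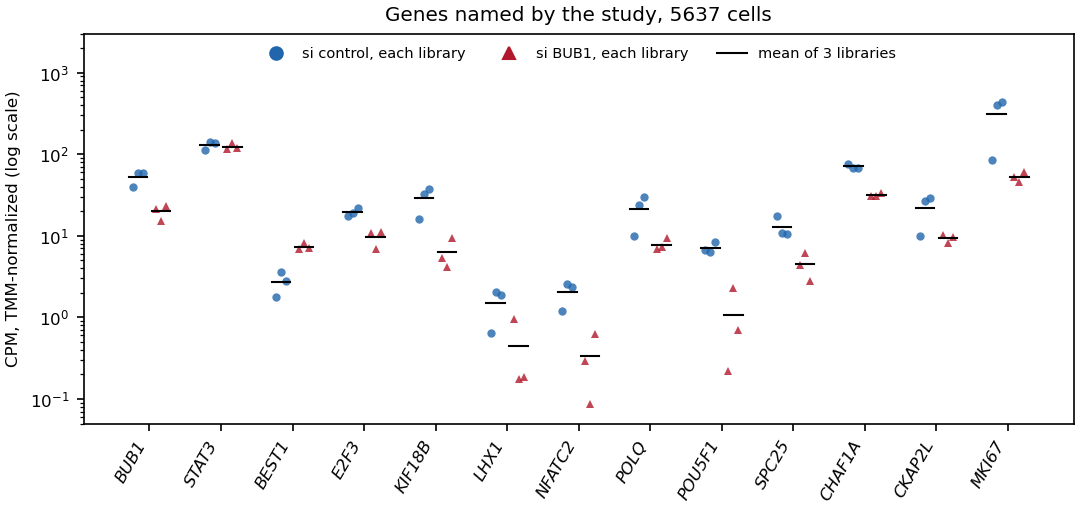
CPM after TMM normalization (vertical axis, log scale) of 13 genes that the study names (horizontal axis), in each si control library (circles) and each si BUB1 library (triangles), with the mean of 3 libraries as a bar. CHAF1A lies between 30.4 and 33.5 CPM in the si BUB1 libraries and between 68.4 and 75.5 CPM in the si control libraries, and si control 1 is the lowest of the si control circles for KIF18B, LHX1, NFATC2, POLQ and CKAP2L.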

Further experiments showed that the expression of 183 of these cotargeted genes was reduced in response to BUB1-siRNA, indicating that BUB1 positively regulated the expression of these genes. Conversely, BUB1 suppressed the expression of 209 of the cotargeted genes, including BEST1. 

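BEST1, which encodes the chloride channel bestrophin-1 (chromosome 11, 61717535 to 61732987), rose from 2.73 ± 0.912 to 7.36 ± 0.780 CPM with BUB1 siRNA (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.31, adjusted p = 0.0287 from edgeR). Of the shared targets that rose, SMPD3, a neutral sphingomyelinase (chromosome 16, 68392230 to 68482411), rose from 1.65 ± 0.380 to 9.36 ± 2.57 CPM. For SMPD3 the log2 fold change was 2.50 (standard error 0.32, adjusted p = 0.00591). The AP-1 subunit FOSB (chromosome 19, 45971253 to 45978437) rose from 18.8 ± 6.16 to 105 ± 11.8 CPM, a log2 fold change of 2.47 (standard error 0.26, adjusted p = 0.00308), and the thioredoxin reductase TXNRD1 (chromosome 12, 104609557 to 104744085), an NRF2 target, from 332 ± 19.4 to 1066 ± 6.54 CPM. For TXNRD1 the log2 fold change was 1.68 (standard error 0.15, adjusted p = 0.00164). The microtubule-associated gene MAP2 and the arsenite-inducible gene ZFAND2A had log2 fold changes of 2.28 (standard error 0.42, adjusted p = 0.0173) and 2.18 (standard error 0.45, adjusted p = 0.0240). In si control 1 the log2 ratio to si control 2 and 3 was −1.58 for MAP2, 1.54 for ZFAND2A and −0.78 for BEST1. BEST1 overlaps exons of the ferritin gene FTH1 on the opposite strand over 607 bases, and had 427 counts in all libraries together against 605851 for FTH1, which itself had a log2 fold change of 1.247 (standard error 0.44, adjusted p = 0.10) and a log2 ratio of 1.55 in si control 1 to si control 2 and 3. The BEST1 call was lost without TMM normalization (adjusted p above 0.05 at a log2 fold change of 1.21) and without any library other than si control 1. It was also lost with the replicate number as a block (adjusted p = 0.0503 from edgeR).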

Using gene set enrichment analysis (GSEA), we observed a previously unknown and significant overlap of the BUB1-mediated transcriptome with JAK-STAT signaling and cell cycle signaling (Fig. 2C). 

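Cell cycle genes of a list written after the KEGG pathway were more often lower than higher with BUB1 siRNA: of 119 tested, 20 were lower, 3 were higher and 96 did not pass (24 lower and 4 higher when adjusted over the list alone). E2F2, a transcription factor of the G1/S transition (chromosome 1, 23832930 to 23857725), fell from 21.5 ± 3.95 to 5.40 ± 0.845 CPM (SD, n = 3 each), a log2 fold change of −1.99 (standard error 0.23, adjusted p = 0.00434 from edgeR), and ESPL1, the separase that opens cohesin (chromosome 12, 53662083 to 53687422), from 29.7 ± 11.7 to 9.71 ± 1.86 CPM. For ESPL1 the log2 fold change was −1.61 (standard error 0.34, adjusted p = 0.0250). Of 90 JAK-STAT signaling genes, which encode cytokines, their receptors, JAK kinases and STAT factors, 7 were lower, 3 were higher and 80 did not pass (7 and 3 over the list alone). The interleukin receptor gene IL20RB (chromosome 3, 136665072 to 136729927) rose from 2.39 ± 0.373 to 11.6 ± 3.48 CPM. For IL20RB the log2 fold change was 2.28 (standard error 0.30, adjusted p = 0.00655). Of 23 STAT3 target genes in general use, 2 were lower, 1 was higher and 20 did not pass (2 and 1 over the list alone). Their median log2 fold change was −0.11, while camera put the list on the higher side (adjusted p = 0.74; adjusted p = 0.79 with an estimated correlation). The member that rose was FOS, and those that fell were IER3 and the cyclin gene CCND1, at a log2 fold change of −1.17 (standard error 0.19, adjusted p = 0.0111).

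The cell cycle list had a median log2 fold change of −0.17 and shifted against other genes (adjusted p = 0.030 from camera), with adjusted p = 0.12 with an estimated correlation and adjusted p = 0.25 in preranked GSEA. The estimated correlation was −8e-04, below the preset 0.01, so a higher correlation is not what lost the call. With an estimated correlation, camera also takes its degrees of freedom from the few libraries and not from the genes. Without si BUB1 3 the adjusted p from camera was 0.10, and without si control 1 it was 0.072. The JAK-STAT list had a median of −0.27 and did not pass (adjusted p = 0.13 from camera; adjusted p = 0.59 with an estimated correlation). By camera it passed with limma-voom (adjusted p = 0.043) and without si control 1 (adjusted p = 0.011). It did not pass with DESeq2 (0.11), without TMM normalization (0.16) or after the correction for transcript length (0.20). With the pathways as annotated in the deposited table, 21 of 120 cell cycle genes were lower and 3 higher, and 7 of 96 JAK-STAT genes were lower and 3 higher. The medians of these annotated lists were −0.18 (adjusted p = 0.022 from camera; adjusted p = 0.10 with an estimated correlation) and −0.22 (adjusted p = 0.13 from camera; adjusted p = 0.54 with an estimated correlation). In si control 1 the median log2 ratio to si control 2 and 3 was 0.02 for the cell cycle list, −0.29 for the JAK-STAT list and 0.09 for the STAT3 targets. Once si control 1 was left out, 45 cell cycle genes were lower and 25 higher, 43 JAK-STAT genes were lower and 12 higher, and 5 STAT3 targets were lower and 8 higher. After the correction for transcript length these counts were 34, 11, 17, 7, 2 and 4, in that order, and with any other library left out 1 to 9 cell cycle genes and 0 to 3 JAK-STAT genes were lower. From its own enrichment analysis of these RNA-seq data and from the correlation of BUB1 with STAT3 in tumours, the paper proposes as a hypothesis that BUB1 might regulate bladder cancer through the STAT3 signaling pathway. Its further evidence comes from co-immunoprecipitation, a kinase assay of STAT3 phosphorylation, a luciferase reporter, chromatin immunoprecipitation, qRT-PCR and rescue with STAT3. Shifts of RNA lists do not measure STAT3 phosphorylation or binding.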

We also found that BUB1 was positively related to STAT3 based on TCGA data in the online GEPIA database (R = 0.21; *P* < 0.05; Fig. 2D), which further supports the hypothesis that BUB1 might regulate the progression and prognosis of bladder cancer by mediating the STAT3 signaling pathway. Further experiments need to be performed to verify the role of BUB1/STAT3 in the occurrence and development of BCa.

**Fig. 2:**
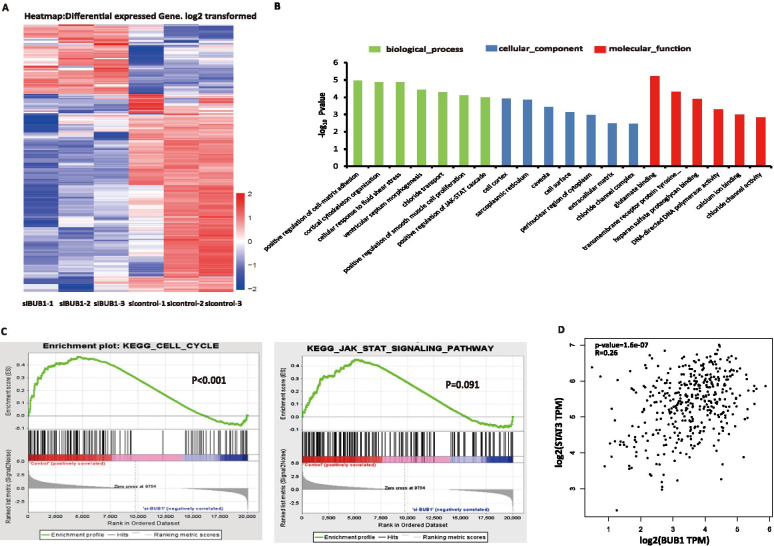
BUB1 was related to JAK-STAT signaling. **A**. Heatmap of RNA-seq expression data for 5637 cells transfected with si control or si BUB1. **B**. Gene Ontology annotations of 392 genes involved in biological processes, molecular function and cellular compartments. **C**. GSEA of RNA-seq data using gene sets from MSigDB revealed that BUB1 target genes were involved in cell cycle signaling and JAK-STAT signaling. **D**. The correlation between BUB1 and STAT3 based on GEPIA database analysis

### Molecular interaction between STAT3 and BUB1

The BUB1 kinase protein contains multiple functional domains (Fig. 3A). Gang et al.’s SALIC proteomic data showed that BUB1 interacted with STAT [27]. To observe whether native BUB1 and STAT3 biochemically interact with each other in vitro, we performed coimmunoprecipitation (co-IP) and Western blot (WB) analysis with the EJ, T24, and 5637 BCa cell lines. We further constructed several fragments of STAT3 for subsequent experiments based on its functional domains (Fig. 3A). The results demonstrated that endogenous BUB1 interacted with STAT3 and formed a protein complex (Fig. 3B). The interactions between BUB1 and STAT3 were specific and especially strong in BCa 5637 cells. Next, to identify the regions of STAT3 involved in the BUB1-STAT3 interaction, various deletion mutants of myc-tagged STAT3 were constructed (Fig. 3A) and subjected to pulldown assays in 5637 cells. As shown in Fig. 3C, FL STAT3 and the C-terminal (amino acids 586–770) domain of STAT3 interacted moderately with BUB1. Several studies have shown that the histone acetyltransferase p300 binds STAT3 to form a complex and mediates STAT3 acetylation, resulting in a cooperative interaction promoting transcription [28]. Therefore, we investigated the interactions of STAT3 and p300 with BUB1 in 5637 cells by CO-IP. The results showed that STAT3 and p300 formed a stable complex with BUB1 (Fig. 3D, E). Moreover, coimmunofluorescence analysis demonstrated that compared with their localization in vehicle control cells, BUB1 and STAT3 proteins colocalized in the nuclei of 5637 cell with BUB1 overexpression (Fig. 3F). Taken together, these findings indicated that BUB1 interacted with STAT3 and activated the STAT3 protein and further translocates into the nucleus to regulate transcriptional processes in BCa cells. Furthermore, the results of immunofluorescence staining showed that the protein expression levels of BUB1 and STAT3 were significantly higher in BCa patient tissue than in normal bladder tissue and further revealed that endogenous BUB1 and STAT3 were more predominantly expressed in the nuclei of BCa cells than normal bladder cells, again confirming the relationship between elevation of BUB1 expression and activation of STAT3 in BCa cells (Fig. 3G).

**Fig. 3:**
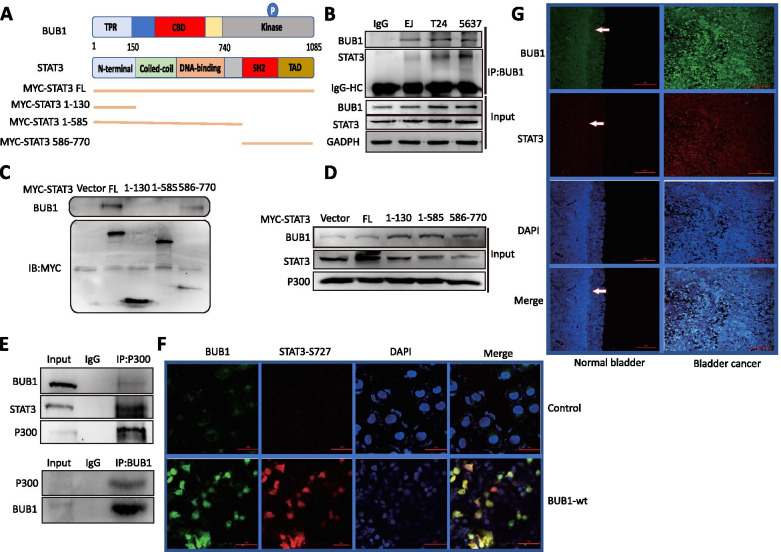
Molecular Interactions between STAT3 and BUB1. **A**. Schematic drawing of the domains and motifs of human BUB1 and STAT3. TPR: tetratricopeptide repeat. **B**. Co-IP and WB analysis of BUB1 and STAT3 proteins in total lysates obtained from T24, EJ and 5637 cells grown under serum-fed conditions. A mixture (1:1:1 ratio) of lysates from T24, EJ and 5637 cells was used in the IgG control sample. **C**. Co-IP and WB analysis of BUB1 and fragments of STAT3. **D**. Co-IP and WB analysis of STAT3 fragments and BUB1 in the input sample. **E**. Co-IP and WB analysis of the BUB1-P300 complex. **F**. Five thousand six hundred thirty-seven cells were transfected with the BUB1 wild-type vector for 24 h. Alexa Fluor 488 was used to stain BUB1 (green), Cy3 was used to stain STAT3 (red) and DAPI was used to stain cell nuclei (blue) for co-immunofluorescence (co-IF) analysis of the BUB1 and STAT3 proteins. **G**. Immunofluorescence staining (IF) of STAT3 (red) and BUB1 (green) in normal bladder and BCa tissues. Cell nuclei were visualized by DAPI staining

### Knockdown of BUB1 attenuates the STAT3 transcriptional program

To confirm this conclusion, we performed qRT–PCR by knocking down BUB1 with siRNA, and the results showed that the transcriptional activity of STAT3 was reduced significantly and that the expression of STAT3 target genes, including E2F3, KIF18B, LHX1, NFATC2, POLQ and so on, was diminished (Fig. 4A). The protein expression levels of the target genes LHX1 and NFATC2 were also obviously decreased in 5637 and T24 cells transfected with BUB1 siRNA (Fig. 4B). These results showed that BUB1 deletion suppressed the transcriptional activity of STAT3 and its corresponding transcriptional targets. To further confirm the role of BUB1 in the transcriptional activity of STAT3, we treated 5637 cells with a catalytic small molecule inhibitor of BUB1, 2OH-BNPP1, which was verified to be a specific inhibitor of BUB1 with IC_50_ values of approximately 10 μM (Fig. 4C). Furthermore, as an outcome of BUB1 kinase suppression by 2OH-BNPP1, a significant reduction in the mRNA and protein expression of the cotargeted genes LHX1 and NFATC2 was observed in 5637 and T24 cells treated with 2OH-BNPP1 (Fig. 4D-G), suggesting that BUB1 is required for maintaining the mRNA expression of the STAT3 target genes LHX1 and NFATC2. Collectively, the above results implied that BUB1 might promote the occurrence and development of bladder cancer by regulating the transcriptional activation of STAT3 signaling. In addition, targeting BUB1-STAT3 might be a potential feasible therapeutic strategy for many patients with bladder cancer.

**Fig. 4:**
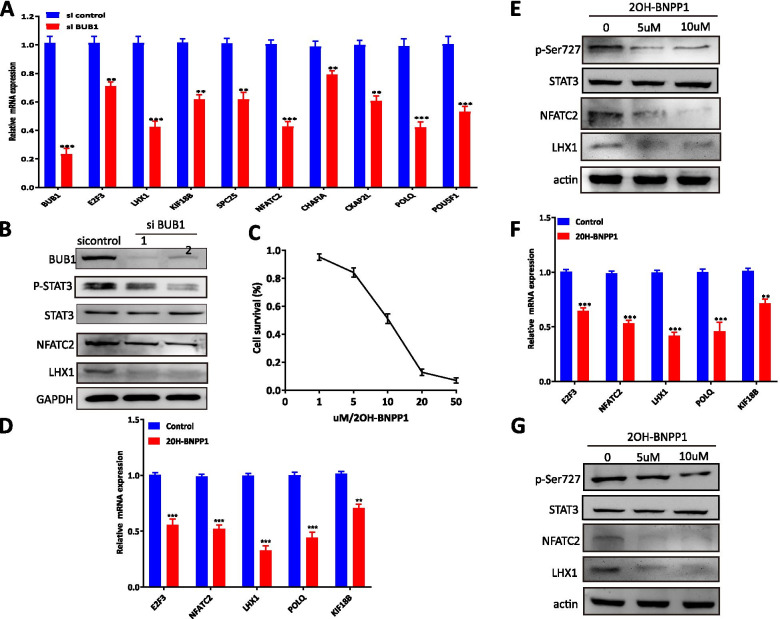
Knockdown of BUB1 Attenuates the STAT3 Transcriptional Program. **A**. 5637 cell were treated with siBUB1. qRT–PCR analysis was performed to measure the mRNA levels of STAT3–induced target genes. The data are presented as the means ± SDs. **B**. The protein levels of BUB1, Ser727-STAT3, STAT3, NFATC2, LHX1 and GAPDH were measured by Western blotting in siBUB1-transfected 5637 and T24 cells. **C**. MTT experiments showed the IC50 value of BUB1 inhibitor 2OH-BNPP1. **D**. 5637 cell were treated with 10 μM 2OH-BNPP1. qRT–PCR analysis was performed to measure the mRNA levels of STAT3–induced target genes. The data are presented as the means ± SDs. **E**. The protein levels of BUB1, Ser727-STAT3, STAT3, NFATC2, LHX1 and GAPDH were measured by Western blotting in 10 μM 2OH-BNPP1-treated 5637 cell. **F**. T24 cells were treated with 10 μM 2OH-BNPP1. qRT–PCR analysis was performed to measure the mRNA levels of STAT3–induced target genes. The data are presented as the means ± SDs. **G**. The protein levels of BUB1, Ser727-STAT3, STAT3, NFATC2, LHX1 and GAPDH were measured by Western blotting in 10 μM 2OH-BNPP1-treated T24 cells

### BUB1 kinase activity was required to maintain STAT3 target gene mRNA levels

To further explore the relationship between BUB1 and STAT3 in BCa, we examined whether BUB1 regulates the activation of STAT3 by phosphorylation. First, an in vitro kinase assay was performed in 5637 cells. We incubated purified recombinant human BUB1 protein with purified STAT3 protein and H2A histone as a positive control, and we then performed immunoblotting with phospho-specific anti-STAT3-pSer727 or anti-H2A-T120 antibodies (Fig. 5A). As expected, the presence of the band representing phosphorylated STAT3 only after BUB1 was incubated with STAT3 indicated that BUB1 phosphorylated and activated STAT3 at Ser727; in addition, STAT3 Ser727 phosphorylation was abolished upon 2OH-BNPP1 treatment (Fig. 5B). To further validate the phosphorylation of STAT3 Ser727 by BUB1, a vector expressing the Ser727D point mutant was used for subsequent experiments. We observed that BUB1 phosphorylated STAT3 at Ser727 but failed to phosphorylate the Ser727D-STAT3 mutant (Fig. 5C). To evaluate the status of STAT3 phosphorylation depending on BUB1 activation, we used a small interfering RNA (siRNA) targeting BUB1. BUB1 knockdown resulted in a significant decrease in STAT3 Ser727 phosphorylation (Fig. 5D). Collectively, the above results suggested that the kinase activity of BUB1 was required for STAT3 phosphorylation. To further determine whether the kinase activity of the BUB1 protein facilitates the transcription of STAT3, 5637 cells were transfected with the BUB1 wt vector and BUB1 KD vector. Overexpression of BUB1 increased STAT3 phosphorylation and the expression of NFATC2 and LHX1 but did not change the expression of STAT3 in 5637 cells (Fig. 5E). The results of real-time PCR revealed that the mRNA expression of NFATC2, LHX1 and POLQ was significantly suppressed in KD vector-transfected BCa cells (Fig. 5F). In addition, a modest decrease in the mRNA level of E2F3 was observed in 5637 cells transfected with the KD vector. Notably, mutation of the BUB1 kinase domain (K821) did not increase STAT3 phosphorylation or the expression of NFATC2 and LHX1 (Fig. 5G). These data suggested that BUB1 KD can significantly suppress STAT3 transcription and the protein expression of the STAT3 targets NFATC2 and LHX1. To further determine the physiological relationship between BUB1 and STAT3, we analyzed the luciferase activity of STAT3 and found that overexpression of BUB1 increased STAT3 transcriptional activity, while treatment with shSTAT3 reversed this effect (Fig. 5H). Subsequent ChIP-qPCR revealed specific recruitment of STAT3 to the promoters of NFATC2 and LHX1, which was abolished after treatment with 2OH-BNPP1. These results suggested that the deposition of pS727-STAT3 was abolished by the BUB1 inhibitor (Fig. 5I; Supplementary Fig. 2 E, F). Furthermore, BUB1 knockdown by siRNA significantly reduced pS727-STAT3 deposition at the promoters of NFATC2 and LHX1 (Fig. 5J), consistent with the above results. In addition, BUB1 kinase KD significantly decreased the deposition of pS727-STAT3 at the NFATC2 and LHX1 promoters (Fig. 5K). Taken together, these results indicated that BUB1 phosphorylated STAT3 on Ser-727 and formed a complex at the promoters of STAT3 target genes. Collectively, the above results demonstrated that BUB1 controlled the expression of these target genes by phosphorylating STAT3 and further regulating transcriptional processes. To confirm STAT3 activation as the critical molecular mechanism by which BUB1 regulates the expression of STAT3 downstream genes, we further explored whether the expression of constitutively active STAT3 would rescue the expression of target proteins downregulated by BUB1 downregulation. The results showed that STAT3 rescued the phosphorylation of STAT3 S727 and NFATC2 (Fig. 5L). Interestingly, overexpression of STAT3-Flag in BCa cells not only restored their proliferation but also reversed the impairment of tumor sphere formation caused by BUB1 knockdown (Fig. 5M).

**Fig. 5:**
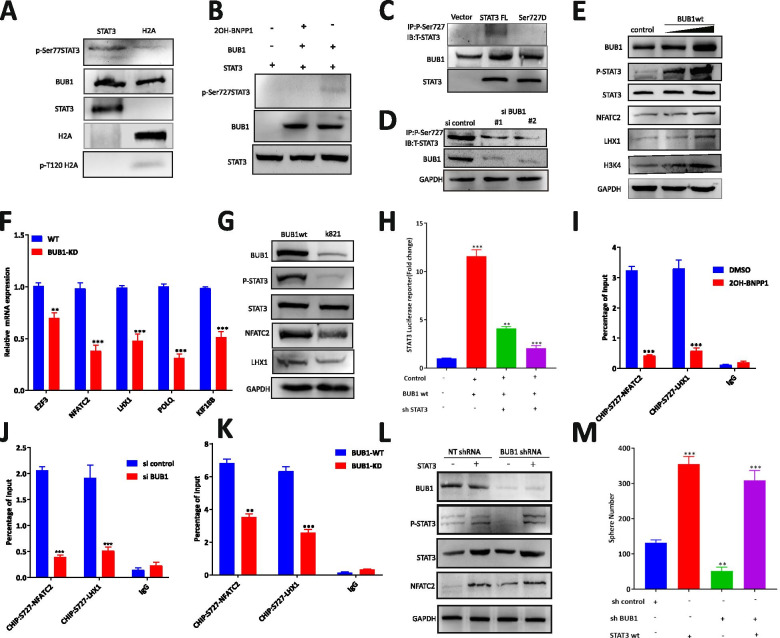
BUB1 Kinase Activity Was Required to Maintain STAT3 Target Gene mRNA Levels. **A**. STAT3 was purified alone or incubated with equimolar amounts of purified BUB1 in the absence or presence of 10 μM 2OH-BNPP1 and was then subjected to immunoblotting using the indicated antibodies. **B**. An in vitro kinase assay was performed using purified BUB1 and the indicated STAT3 protein, and immunoblotting was then performed with the indicated antibodies. **C** 5637 cell were cotransfected with BUB1 and MYC-tagged STAT3 or mutants, and immunoblotting was then performed. **D**. 5637 cell were transfected with si control or two distinct BUB1 siRNAs. Lysates were immunoprecipitated with the anti-pS727-STAT3 antibody, and immunoblotting was then performed with the anti-STAT3 antibody. Lysates were also subjected to immunoblotting with the anti-BUB1 antibody. **E**. The protein levels of BUB1, Ser727-STAT3, STAT3, NFATC2, LHX1 and GAPDH were measured by Western blotting in BUB1wt vector-transfected 5637 cell. **F**. 5637 cell were transfected with the BUB1wt vector or BUB1 KD vector. qRT–PCR analysis was performed to measure the mRNA levels of STAT3–induced target genes. The data are presented as the means ± SDs. **G**. The protein levels of BUB1, Ser727-STAT3, STAT3, NFATC2, LHX1 and GAPDH were measured by Western blotting in BUB1wt vector- or BUB1 KD vector-transfected 5637 cell. **H**. STAT3 luciferase activity in 5637 cell after transfection with BUB1wt and shSTAT3. The signal was quantified, and statistical significance was determined by Student’s t-test (**p < 0.01, ***p < 0.001). **I**. Chromatin prepared from 5637 cell treated with 2OH-BNPP1 was subjected to ChIP using an anti-STAT3-Ser727 antibody, and qPCR was then performed using primers targeting STAT3 or the control (gene desert) region. *p < 0.05, **p < 0.01. **J**. Chromatin prepared from 5637 cells treated with siBUB1 was subjected to ChIP using an anti-STAT3-Ser727 antibody. **K**. Chromatin prepared from 5637 cell treated with BUB1wt or KD vectors was subjected to ChIP using an anti-STAT3-Ser727 antibody. **L**. Western blot analysis of protein expression in 5637 cell after transfection with STAT3wt and shBUB1. Signals were quantified, and statistical significance was determined by Student’s t-test (**p < 0.01, ***p < 0.001). **M**. Sphere formation assay in STAT3wt vector- and shBUB1 vector-transfected 5637 cell

### BUB1 promoted the proliferation and invasion of bladder cancer T24 and 5637 cells

The above results demonstrated the molecular functions of BUB1 in BCa, and we next analyzed the biological functions of BUB1 in tumor cells. The results of the MTT assay showed that transfection of specific siRNAs targeting BUB1 resulted in an effective reduction in cell proliferation (Fig. 6A, B). Overexpression of BUB1 via the wild-type vector significantly increased invasion, and downregulation of BUB1 in 5637 cells caused a significant reduction in their invasion (Fig. 6C, D). Interestingly, mutation of BUB1 (K821R) did not promote the invasion of 5637 cells (Fig. 6C). Downregulation of BUB1 in 5637 cells caused a significant reduction in their invasion, and this effect was also observed in T24 cells (Fig. 6D); similar results of BUB1 mutation (K821R) were also observed in T24 cells (Fig. 6C). In conclusion, BUB1 has an independent function in BCa cells that might contribute to the growth and spread of tumors. To understand the effects of BUB1 on BCa cell division, we used live-cell imaging with differential interference contrast microscopy to analyze the duration of mitosis in 5637 cells transfected with BUB1 targeting siRNAs. The results showed that BUB1 RNAi caused severe impairment of faithful chromosome segregation in 5637 cells (Fig. 6E). Numerous unaligned chromosomes and lagging chromosomes were observed during or after mitosis, an observation that can help to explain the observed effects on cell proliferation.

**Fig. 6:**
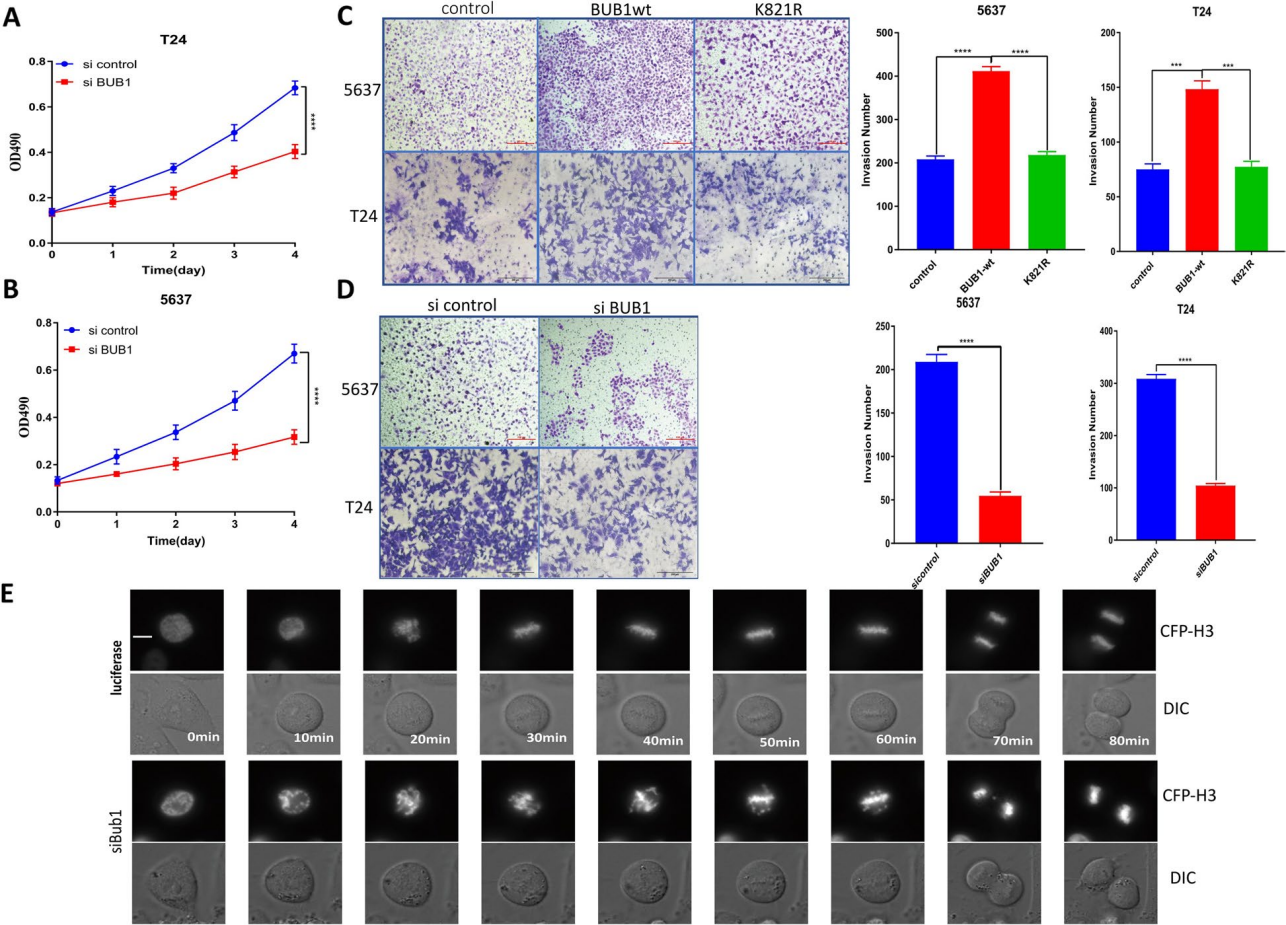
BUB1 regulated the proliferation and invasion of T24 and 5637 bladder cancer cells. **A**. T24 cells were transfected with sicontrol or siBUB1, and an MTT assay was used to evaluate cell proliferation. **B**. 5637 cell were transfected with sicontrol or siBUB1, and an MTT assay was used to evaluate cell proliferation. **C**. 5637 and T24 cells were transfected with control, BUB1 wild-type or BUB1 K821R vector, and Transwell assay was used to evaluate cell invasion ability. **D**. 5637 and T24 cells were transfected with si control or siBUB1, and Transwell assays were used to detect cell invasion ability. **E**. 5637 cell were cotransfected with BUB1 siRNA and the CFP-H3 plasmid for 48 h. Live-cell imaging was performed to monitor chromosome segregation during mitosis. The differential interference contrast (DIC) and CFP channels were recorded every 10 min for 16 h. Representative still images are shown. Scale bar 5 μm

### Targeting the kinase activity of BUB1 suppressed BCa tumor growth in vivo

To further explore the relationship between BUB1 and the occurrence and development of bladder cancer in vivo, we established a model of spontaneous bladder cancer in KM mice via feeding water supplemented with 0.1% BNN (N-butyl-N-(4-hydroxybutyl) nitrosamine), which induces bladder cancer. We continued to feed mice 0.1% BNN for 3 months and killed three mice per month for 6 months after stopping BNN treatment. We excised the bladders and further embedded and sectioned the excised bladders (Fig. 7A). To explore the correlation between BUB1 expression and the occurrence and development of bladder cancer, we conducted immunohistochemical staining for BUB1 in these bladder sections. The results demonstrated that bladder cancer was successfully induced via feeding BNN-supplemented water and that BUB1 expression increased gradually with the progression of bladder cancer (Fig. 7B, C). The results in Fig. 7B show the complete evolution of bladder cancer progression based on H&E staining: from top to bottom, normal bladder epithelial structure, bladder cancer in situ, papillary bladder cancer and invasive bladder cancer. The immunohistochemical staining results for BUB1 further confirmed the role of BUB1 in the occurrence and development of bladder cancer. We found that BUB1 expression was higher in bladder cancer in situ than in normal bladder epithelium and that BUB1 expression in papillary bladder cancer and invasive bladder cancer was significantly elevated compared with that in bladder cancer in situ and normal bladder epithelium (Fig. 7C). The above results implied that BUB1 might be involved in the occurrence and progression of bladder cancer and that elevated BUB1 expression might drive the development of bladder cancer. The specific mechanism needs further research. These results did show that BUB1 expression was related to the occurrence and development of bladder cancer and that targeting BUB1 is a feasible potential treatment strategy.

**Fig. 7:**
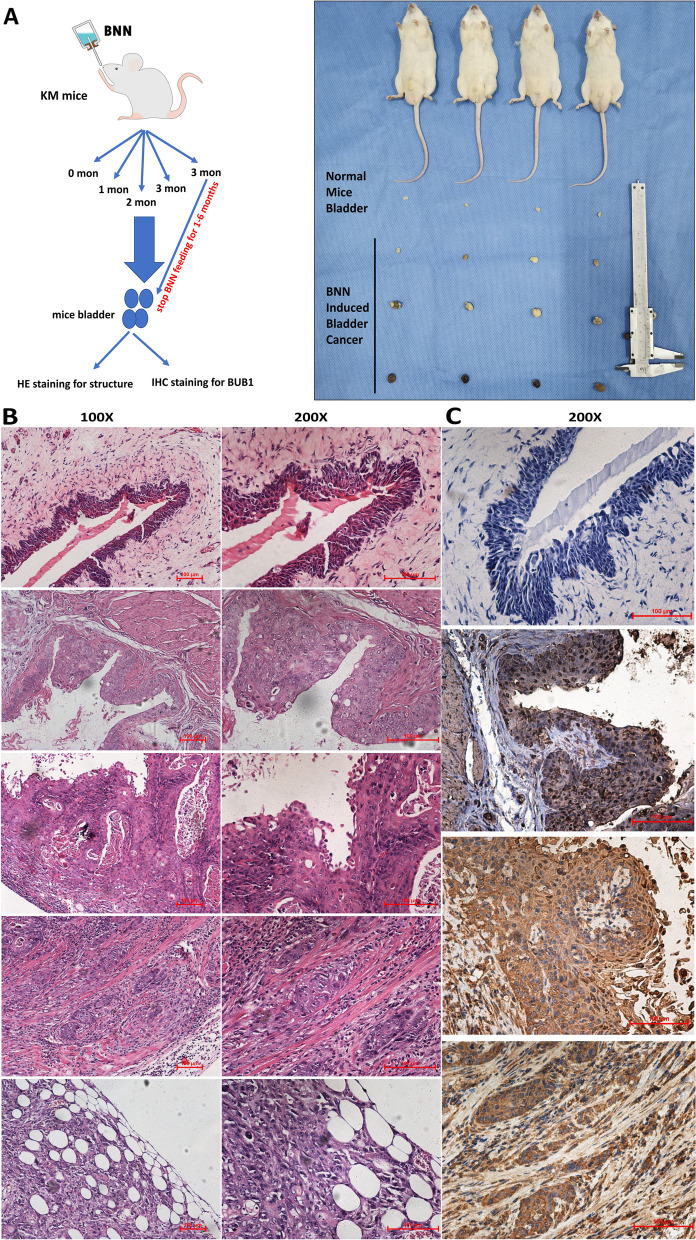
BUB1 expression was related to the occurrence and development of bladder cancer. **A**. Flow chart of the method used to establish the mouse model of spontaneous bladder cancer. **B**. H&E staining of the bladders of mice treated with 0.1% BNN in different stages of disease progression. The first row shows the normal structure of the mouse bladder epithelium; the second row shows the structure of mouse bladder cancer in situ; the third row shows the structure of mouse bladder papillary carcinoma; and the fourth and fifth rows show the structure of mouse invasive bladder cancer invading muscle tissue and adipose tissue. **C**. Immunohistochemical staining of the bladders of mice treated with 0.1% BNN in different stages of disease. The first row shows the expression of BUB1 in normal mouse bladder epithelium; the second row shows the expression of BUB1 in mouse bladder cancer in situ; the third row shows the expression of BUB1 in mouse bladder papillary carcinoma; and the fourth row shows the expression of BUB1 in mouse invasive bladder cancer

To further investigate the antitumor activity of the BUB1 inhibitor, we first analyzed the ability of 2OH-BNPP1 to suppress the proliferation of BCa cell lines. T24 and 5637 cells were found to be sensitive to 2OH-BNPP1 treatment at 5 μm or 10 μm (Fig. 8A, B). We also found that 2OH-BNPP1 treatment at 10 μM inhibited the invasion of T24 and 5637 cells (Fig. 8C, D). To further investigate the effects of 2OH-BNPP1 on BCa xenograft tumor growth, 5637 cells were implanted subcutaneously into BALB/c mice. When the tumor volume was approximately 100 mm^3^, the mice were randomized and injected intratumorally with either DMSO or 2OH-BNPP1. Although robust subcutaneous tumors formed in DMSO-treated mice, tumor growth was observed to be reduced in 2OH-BNPP1-treated mice (Fig. 8E). As a result, we observed a reduced p-STAT3 level and decreased expression of the markers Ki67, NFATC2, and LHX1 in 2OH-BNPP1-treated tumors compared with DMSO-treated tumors by IHC analysis (Fig. 8F, Supplementary Fig. 3). Together, these results highlighted the potential of targeting BUB1 signaling to sensitize cells to BCa therapy.

**Fig. 8:**
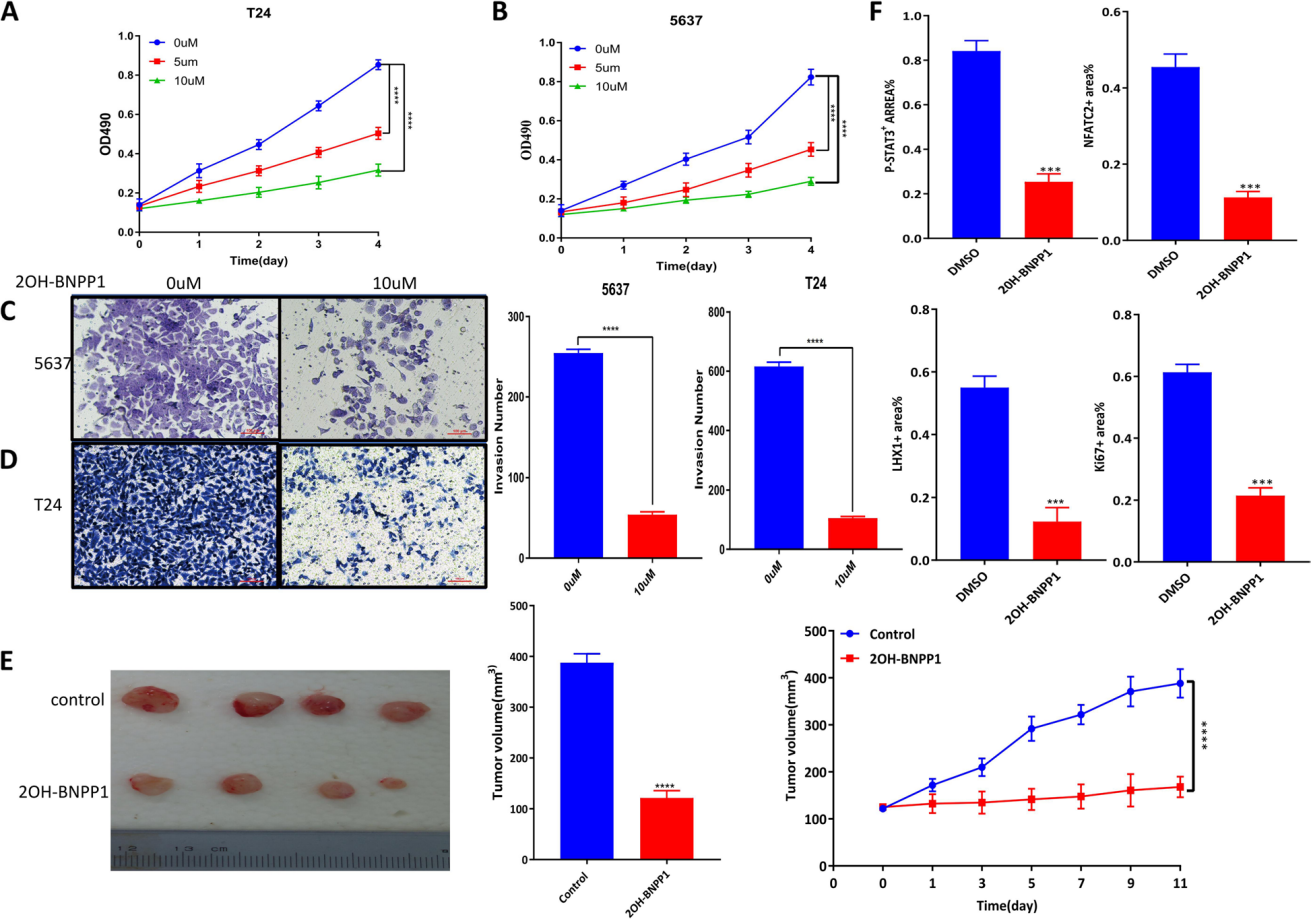
BUB1 Inhibitor 2OH-BNPP1 suppressed BCa Tumor Growth. **A** T24 cell were treated with 2OH-BNPP1 (5 or 10 μM) or vehicle (10% DMSO) for 96 h, and the number of viable cells was determined by an MTT assay. **B** 5637 cell were treated with 2OH-BNPP1 or vehicle (10% DMSO) for 96 h, and the number of viable cells was determined by an MTT assay. **C** 5637 cell were treated with 2OH-BNPP1 or vehicle (10% DMSO) for 24 h, and the number of invading cells was determined by an invasion assay. **D** T24 cell were treated with 2OH-BNPP1 or vehicle (10% DMSO) for 24 h, and the number of invading cells was determined by an invasion assay. **E** 5637 cell were implanted subcutaneously into male BALB/c mice. When the tumors became palpable, the mice were injected with either vehicle (10% DMSO in PBS) or 2OH-BNPP1 (100 mg/kg of body weight) for 10 days. Tumors were measured with calipers. **F** Quantitation of Ki-67, p-stat3, NFATC2 and LHX1 expression in 5637 xenograft tumors from each group. Specimens were obtained 10 days post treatment. IHC staining was scored according to the number of cells expressing the indicated proteins, and statistical analysis was performed (nonparametric Kruskal–Wallis test) to determine significance. See also Supplementary Fig. 3. **p < 0.01, *p < 0.05

## Discussion

BUB1 is upregulated in various types of human cancers, but the molecular function of BUB1 in promoting the occurrence and development of BCa has remained unknown. In the present study, we identified and provided evidence that BUB1 has oncogenic effects on bladder cancer transformation. We uncovered that BUB1 directly phosphorylated STAT3 at Ser727 and activated downstream genes to promote the development of BCa. The results showed that phosphorylation of serine 727 of STAT3 was required for the maximal transcriptional activation of STAT3, and the S727A mutant was confirmed to reduce transcriptional activation by 50% compared with that of wild-type STAT3 [29]. Furthermore, serine 727 phosphorylation enhanced STAT3 DNA binding and coactivator recruitment [30]. In this study, we reported a novel interaction between BUB1 and STAT3, which was first demonstrated by identification of the endogenous STAT3–BUB1 complex in BCa. Moreover, our data showed that BUB1 bound the STAT3/p300 complex and phosphorylated STAT3 at Ser727 (Figs. 1 and 2), suggesting that BUB1 is a positive regulator of STAT3 activity. Our data indicated that BUB1 not only mediated cancer cell mitosis but also contributed to transcriptional activation of STAT3 signaling in BCa cells. As supporting evidence, we also found that overexpression of BUB1 induced STAT3 phosphorylation and enhanced STAT3 activity and that knockdown of BUB1 with siRNA decreased STAT3 phosphorylation but not the total STAT3 level. Collectively, the above results suggested that BUB1 was essential for STAT3 phosphorylation. Moreover, the STAT3–BUB1 interaction led to an increase in endogenous STAT3 transcriptional activity in BCa cell lines, whereas the absence of BUB1 kinase activity led to significant impairment of STAT3 activity and the expression of the downstream genes NFATC2 and LHX1 (Fig. 3). LHX1 and NFATC2 have been identified as the transcription factors involved in epithelial progenitor cell development [31, 32]. These results suggested that BUB1 functioned a positive regulator of LHX1 and NFATC2 by increasing STAT3 activity to promote the proliferation of BCa cells (Fig. 4I). Surprisingly, we first found in our RNA-seq data that knockdown of BUB1 increased the mRNA expression levels of P53 and PTEN. Previous studies have indicated that P53 and PTEN are validated key tumor suppressors in regulating bladder cancer [33, 34]. Our studies supported a direct role for BUB1 in targeting BCa. However, the relationship among DNA replication, RNA transcription and spindle checkpoints in the cell cycle remains unclear. BUB1 is an essential protein of the spindle assembly checkpoint (SAC), which responds to improper attachment of kinetochores to microtubules [35, 36]. However, the role of BUB1 is not limited to the SAC in mitosis: Feng et al. reported that BUB1 can directly phosphorylate TRF1 and promote telomeric DNA replication [37]. Our work indicated that the SAC protein BUB1 is also critical for RNA transcription and that BUB1 might serve as a precise molecular switch by converting mitotic signaling to gene transcription signaling. Recent studies have discovered that BUB1 phosphorylates H2A-T120 and cdc20 at kinetochores during mitosis [4, 7, 8, 38]. Not only does H2A-pT120 recruit phosphorylated Sgo1 to kinetochores, H2A T120 phosphorylation affects H2A K119 ubiquitylation and H3K4 methylation to promote transcriptional activation [39, 40]. H2A T120 phosphorylation might influence the activity of HDAC1 and further influence transcription [41]. Cdc20, as a substrate of BUB1, is an activator of the anaphase-promoting complex or cyclosome (APC/C) [42]. APC/C tightly coordinates cell division and gene transcriptional network regulation [43]. Collectively, the above reports showed that BUB1 indirectly promotes transcription, while our studies identified the transcription factor STAT3 as a new BUB1 substrate and verified that BUB1 directly regulates transcription. In general, mitotic chromosome condensation is thought to silence transcription, which is reactivated at mitotic exit [44, 45]. However, a new study showed that mitotic cells maintained low levels of transcription and that the rate of transcription increased at mitotic exit [46]. In agreement with these findings, our research showed that another important spindle checkpoint protein, BUB1, is also involved in STAT3 transcriptional activation. We found that BUB1 phosphorylated STAT3 and further formed a complex, which bound to the promoter regions of NFATC2 and LHX1 and activated their transcription. Based on the above results, we speculated that in addition to Sgo1 and Pol II, BUB1 directly recruits and activates STAT3 transcription in dense mitotic chromatin. Our results were consistent with the idea of a noncanonical function of transcription allowing chromosomal regulators to be embedded in dense mitotic chromatin. How BUB1 switches from regulating the mitotic spindle checkpoint to RNA transcription is an exciting question for future research. The findings from this research would increase our understanding of the crosstalk between RNA transcription and the mitotic spindle checkpoint. Our results, together with recent reports, further develop the concept of mitotic control of cancer cell transcription.

## Conclusion

In this study, we demonstrated the role of BUB1 as a novel, positive regulator of STAT3 activity. BUB1 interacted with STAT3 and phosphorylated STAT3 at Ser727. Furthermore, BUB1 recruited STAT3 and the transcriptional coactivator p300 to form a complex, and these events collectively facilitated the enhancement of serine phosphorylation-dependent STAT3 transcriptional activity. Finally, BUB1 also enhanced NFATC2- and LHX1-induced BCa cell proliferation mediated by STAT3. A pharmacological inhibitor of BUB1 (2OH-BNPP1) inhibited the growth of BCa cell xenografts. The BUB1 kinase may be an attractive candidate for therapeutic targeting in BCa.

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Supplementary paired bladder cancer tissue western blot. The protein expression of BUB1 in bladder cancer tissue is higher compared with the normal bladder tissue.

**Additional file 2: Supplementary Figure 2.** BUB1 regulates the signaling of its target gene STAT3. 

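The KEGG pathway of JAK-STAT signaling sets out how cytokine receptors pass a signal through JAK kinases to STAT transcription factors. In the RNA-seq counts, 5 genes of the JAK-STAT list are also on the study's list of targets of BUB1 and STAT3. IL6, the cytokine whose receptor signals through STAT3 (chromosome 7, 22765503 to 22771621), had 2 counts in the si BUB1 libraries together and 62 in the si control libraries, a level 26.8-fold lower (95% exact interval 7.11 to 226, counting error only; adjusted p = 0.019 from edgeR). The receptor gene IL21R (chromosome 16, 27413495 to 27463363) fell from 5.68 ± 2.28 to 1.51 ± 0.479 CPM (SD, n = 3 each). For IL21R the log2 fold change was −1.90 (standard error 0.41, adjusted p = 0.0279). IL15, IL4R and the kinase gene JAK1 had log2 fold changes of 0.92 (standard error 0.32, adjusted p = 0.0939), −0.68 (standard error 0.23, adjusted p = 0.0907) and 0.65 (standard error 0.20, adjusted p = 0.0756), which did not pass. The calls of IL6 and IL21R were lost without any single library other than si control 1.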

A: KEGG annotation showing the involvement of the identified siBUB1 and STAT3-cotargeted genes in the JAK-STAT3 signaling pathway. B: KEGG annotation showing the involvement of the identified siBUB1 and STAT3-cotargeted genes in the WNT signaling pathway. 

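Of 53 tested genes of WNT signaling, which encode WNT ligands, Frizzled and LRP receptors, their inhibitors and the TCF and NFAT factors, 9 were lower with BUB1 siRNA, none was higher and 44 did not pass (11 lower when adjusted over the list alone). LGR5, a receptor for R-spondins (chromosome 12, 71833578 to 71980090), fell from 15.4 ± 3.38 to 1.39 ± 0.169 CPM (SD, n = 3 each). For LGR5 the log2 fold change was −3.47 (standard error 0.28, adjusted p = 9.7e-04 from edgeR). DKK1, a secreted WNT inhibitor (chromosome 10, 54074041 to 54077802), fell from 454 ± 90.0 to 141 ± 8.54 CPM, a log2 fold change of −1.69 (standard error 0.18, adjusted p = 0.00370), and NFATC4 had a log2 fold change of −1.49 (standard error 0.32, adjusted p = 0.0259). NFATC2 was the only tested member that is also on the study's list of targets of BUB1 and STAT3. The median of the list was −0.32 (adjusted p = 0.0027 from camera; adjusted p = 0.26 with an estimated correlation), and its median log2 ratio in si control 1 to si control 2 and 3 was −0.21. Members lower and higher without si control 1 were 24 and 6, after the correction for transcript length 10 and 2, and with any other library left out 2 or 3 were lower.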

C: KEGG annotation showing the involvement of the identified siBUB1 and STAT3-cotargeted genes in the P53 signaling pathway. D: KEGG annotation showing the involvement of the identified involved siBUB1 and STAT3-cotargeted genes in the PTEN signaling pathway. E: STAT3 binding site in the promoter of the LHX1 gene. F: STAT3 binding site in the promoter of the NFATC2 gene.

**Additional file 3: Supplementary Figure 3.** Assessment of P-STAT3, LHX1, NFATC2 and Ki67 protein expression by immunohistochemical staining in 5637 cell xenografts after treatment with the inhibitor-2OH-BNPP1, related to Fig. 8. Representative images of P-STAT3, LHX1, NFATC2 and Ki67 protein expression in 5637 cell xenograft tumors after2OH-BNPP1 treatment; specimens were obtained 10 days post treatment.

**Additional file 4: Table S1.** Patient Demographics

**Additional file 5. Table S2.** Primers sequences and human NFATC2 and LHX1 promoters.

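The table of changed genes gives for each gene a fold change of si BUB1 over si control, its log2, a p-value, an adjusted p-value and an expression value in each of the 6 libraries. It is said to hold 2858 genes, and 859 of these rows are not in the copy used here, which ends at an unadjusted p of 0.0218. Of the genes in that copy, 1944 were also tested from the counts. All of them had the same sign of change in both, and the log2 fold changes had a Pearson correlation of 0.9998 across genes, which are not independent replicates. In the log2 column, 21 entries are not numbers.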

**Additional file 6: Table S3.** A summary of differentially expressed gene lists in 5637 cell transfected with si control and si BUB1. 

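The table of shared targets has a column of BUB1 target genes, a column of STAT3 target genes and a column of the genes found in both. Its heading gives 2858 BUB1 targets and 3159 STAT3 targets, and the column of shared genes holds 410 names, all of which were found in the count table. The BUB1 column has as many genes as the table of changed genes, which includes genes with a log2 fold change of 0.62 in size. How a gene was assigned to STAT3 is not given in the sources used here beyond the statement that these targets had been reported before.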

**Additional file 7: Supplementary Table S4.** The target genes were co-targeted by both BUB1 and STAT3. 

## Data Availability

All data generated or analyzed during this study are included either in this article or in the supplementary information files.

## Abbreviations

BCa: Bladder cancer
UC: Urothelial carcinoma
BUB1: Budding uninhibited by benzamidazole 1
PI3K: Phosphoinositide 3-kinase
TCGA: The Cancer Genome Atlas
MAPKs: Mitogen-activated protein kinases
KT-MT: Kinetochore-microtubule
SAC: Spindle assembly checkpoint
APC/C: Anaphase Promoting Complex/Cyclosome

# Supplementary material for: BUB1 drives the occurrence and development of bladder cancer by mediating the STAT3 signaling pathway
**Source:** J Exp Clin Cancer Res. 2021 Dec 1;40:378. doi: 10.1186/s13046-021-02179-z
**Supplement:** Supplementary file 4 — Additional file 4: Table S1. Patient Demographics

| Cystectomy Patients,n |  |  | 34 |  |
| --- | --- | --- | --- | --- |
| Age at Cystectomy |  |  |  |  |
| Mean(SD) |  |  | 62.73(6.11) |  |
| Gender |  |  |  |  |
| Male,n(%) |  |  | 21(62%) |  |
| Female,n(%) |  |  | 13(38%) |  |
| T stage |  |  |  |  |
| Tis,n(%) |  |  | 1(3%) |  |
| Ta,n(%) |  |  | 2(6%) |  |
| T1,n(%) |  |  | 2(6%) |  |
| T2,n(%) |  |  | 10(29%) |  |
| T3,n(%) |  |  | 16(47%) |  |
| T4,n(%) |  |  | 3(9%) |  |
| Grade |  |  |  |  |
| 1,n(%) |  |  | 2(6%) |  |
| 2,n(%) |  |  | 11(32%) |  |
| 3,n(%) |  |  | 20(59%) |  |
| Cis alone,n(%) |  |  | 1(3%) |  |
| N stage |  |  |  |  |
| Lymph Node Positive,n(%) |  |  | 3(9%) |  |
| Lymphovascular Invasion,n(%) |  |  | 5(15%) |  |
| Death,n(%) |  |  | 9(26%) |  |

Table S1

Patient Demographics

How the deposited data were processed for this re-analysis (not part of the article)

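RNA-seq counts of 5637 bladder cancer cells were analysed, from 3 libraries of cells transfected with BUB1 siRNA and 3 of cells transfected with control siRNA. The groups and replicate numbers were taken from the sample labels and from the names of the libraries in Fig. 2A. The labels give a genotype field that is not explained for the si BUB1 libraries, and BUB1 itself was checked in each library. The authors deposited 1 table of read counts, whole numbers per gene and library and not normalized, with annotation of Gene Ontology terms for 15303 genes and of KEGG pathways for 7246 genes. According to the paper, the authors mapped single-end reads to human reference genome version 19 with TopHat and the Ensembl annotation, computed FPKM with Ballgown and tested with DEGseq. The submitters' processing notes name Trimmomatic, HISAT2, Cufflinks and HTSeq, and the version of each is not given in the sources used here. Which of these made the counts, and with which strand setting, is not given either. The total per library was between 12563237 and 16609675 counts, and 4087 of the 20030 genes had 0 counts in every library. In the table 27 gene names had been changed to dates and were restored through their identifiers, and 19741 genes had an identifier in RefSeq. The mitochondrially encoded genes, a list of 13, are not among the genes of the table and were not tested. No other column of values per sample was found.

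From the deposited counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with the legacy option, filterByExpr with a minimum count of 10, TMM factors), with si BUB1 against si control as the only term. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 0.25. CPM values are normalized by TMM, with SD over 3 libraries. For genes with 1 to 3 counts in a group, the ratio of summed counts is given with an exact interval at 95%, which covers counting error only. The thresholds of the paper's methods (p of 0.05 or less, fold change of 2 or more) were applied to the same fit. DEGseq on FPKM was not repeated.

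Gene lists were written before the counts were examined, from textbook membership, but after part of the study's table of changed genes had been read. They cover the cell cycle, JAK-STAT signaling, the kinetochore and spindle checkpoint, DNA replication, WNT signaling, cell-matrix adhesion, STAT3 targets in general use, cholesterol and fatty acid synthesis, heat shock chaperones, metallothioneins, NRF2 targets, the integrated stress response, the unfolded protein response, proteasome subunits, immediate early genes, interferon-stimulated genes, basal and luminal urothelial markers, fibroblast markers, blood and endothelial markers, ribosomal proteins and housekeeping genes. Some genes are on more than one list. The gene sets of MSigDB that the paper used were not used here; the KEGG annotation of the deposited table was used in addition. List shifts were tested with camera in limma 3.58.1 at a correlation preset to 0.01, adjusted over 26 lists. With a correlation estimated per list, 2 of the 18 lists past the threshold kept it, cholesterol synthesis and the kinetochore. In that setting camera also takes its degrees of freedom from the libraries, which are few, and not from the genes. A lost call therefore need not come from a higher correlation. Basal markers (estimated correlation −0.0059) and the cell cycle (−8e-04) lost theirs below the preset 0.01. The study's shared targets are among the 18, and as they were chosen on these libraries their shift is no test. Genes were named by a rule set before the counts were examined, but after part of the study's table of changed genes had been read. It takes every gene the study names for these data. It takes the 6 largest and the 6 smallest log2 fold changes among a set of called genes. Genes of that set have a mean log2 CPM of at least 1 and no overlap between groups. From each list it takes up to 4 called members with the largest change. Some genes and 2 lists that this rule covers are left out. Members of the study's list of shared targets that are named beyond this rule were chosen after their values had been seen.

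Coordinates are those of GENCODE genes on GRCh37, the build the paper names. Transcript length and GC content are those of the canonical transcript, which 99.0% of the tested genes have. Members of families of near-identical genes can share counts and are marked where named. Of the genes named, those that share exon sequence with another protein-coding gene are BEST1, as given at its value, and CHAF1A, CKAP2L, CRYAB, FEN1, GBP2, IL20RB, IL6, OSGIN1, PGK1, POU5F1, RSAD2, SGO2 and SREBF1, by 20 to 442 bases. The edgeR fit was tested on simulated counts with the real means and library sizes, with 12656 genes tested: 4.48% of 67 genes changed by a fold of 1.5 were recovered, 26.9% of 67 changed by a fold of 2 and 90.9% of 66 changed by a fold of 4, with 2 false calls. When a trend on transcript length was added to 1 simulated control library, 60.6% of the genes changed by a fold of 4 were recovered, and 93.9% after the correction for transcript length, then with 5 false calls. The simulated trend gave a Spearman correlation of 0.57 between the groups, against −0.25 in the data. In the data the si BUB1 libraries carry a trend as well. The simulation therefore does not tell how the correction acts on the real groups.

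Alternatives fixed before the data were examined were DESeq2 1.42.0, limma-voom, upper-quartile factors, no TMM normalization, no filter on low counts, a filter at a CPM of 1 in 3 libraries, the replicate number as a block, leaving out each library in turn, other thresholds, and for lists an estimated correlation, fry and preranked GSEA (fgsea 1.28.0, 10000 permutations of genes). Of these, fry tests whether the genes of a list move on balance against no change, so its p is not one for a shift against other genes. The correction for transcript length, a correction for GC content and the deposited KEGG lists were added after the data had been seen. With the replicate number as a block, 618 genes changed in place of 1588; the numbers were not taken to pair the libraries. No 2 libraries differed by less than the sampling noise, so each was counted as 1 replicate. No sample was left out.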

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

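The test of whether si control 1 holds RNA of si BUB1 cells, the test of its trend on transcript length, the tests of si control 1 alone as the source of list shifts, and the length correction itself were chosen after the results had been seen. Each list in this paragraph holds genes outside those the paper discusses. With all libraries each passed the test of a list shift at a preset correlation, which is what set it aside for a closer look. The lists were written after part of the study's table of changed genes, made from the same libraries, had been read. Their p-values are therefore not independent evidence. With an estimated correlation only cholesterol synthesis kept the call (adjusted p = 0.018), and the other 10 lists lost it (adjusted p = 0.10 to 0.59 with an estimated correlation). The median log2 fold change was −2.06 for cholesterol synthesis and SREBP2 targets, −0.51 for fatty acid synthesis and SREBP1 targets, 1.13 for heat shock chaperones, 1.33 for metallothioneins and zinc response genes, 0.57 for NRF2 targets, 0.57 for the integrated stress response, 0.34 for the unfolded protein response, 0.72 for immediate early genes, −0.92 for interferon-stimulated genes, −0.68 for fibroblast markers and 0.51 for cytosolic ribosomal proteins. Without si control 1 the median was 2.22 for metallothioneins, 1.06 for ribosomal proteins and 0.63 for the unfolded protein response. Those of cholesterol synthesis and fibroblast markers were then smaller in size, at −1.86 and −0.47.

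Library si control 1 stands apart from si control 2 and 3. Its log2 ratio to them follows transcript length (Spearman correlation −0.73), a trend that RNA degradation or a step of library preparation may give, and these were not told apart. RNA of si BUB1 cells in that library is argued against: to give its BUB1 level, 48.8% of its RNA would have to come from such cells, which needs a median log2 ratio of −0.63 for the cholesterol list, and the ratio was 0.42 (standard error of the difference 0.15). This ratio is to the mean CPM of si control 2 and 3, whereas the 0.43 given for this list above is to the mean of their log2 CPM. A difference in the state of the cells before lysis remains open and was not tested.

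The cholesterol list is lower with BUB1 siRNA by a median of −2.06. With the trend on transcript length taken out the median was −2.14, and without si control 1 it was −1.86, so neither the trend nor that library alone gives the shift. By the paper both groups were transfected with an siRNA, so stress of transfection that they share would not lower the list in si BUB1 alone. Stress that differed between the groups, an effect of the BUB1 siRNA on other transcripts and loss of BUB1 itself could each lower it. They cannot be separated here, because the sources used here describe a single pair of siRNA conditions in these libraries and no rescue.

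The cell-matrix adhesion list is lower by a median of −0.53. In si control 1 the list was itself lower than in si control 2 and 3 (median log2 ratio −0.47). That library thus made the shift smaller, and leaving it out was bound to enlarge the shift rather than test its source. Without si control 1 the median was −0.58. With the trend on transcript length taken out it was −0.41 (adjusted p = 1.4e-04 from camera at the preset correlation; in the main fit the call was lost, at adjusted p = 0.35 with an estimated correlation), a change within the spread of the members, so a part of the shift may come from the length of these transcripts and the size of that part remains open.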

How the results depend on the processing

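Among the alternatives, the correction for transcript length, the correction for GC content and the deposited KEGG lists were chosen after the data had been seen. Of the comparisons of a single gene with an alternative, 1091 kept direction and side of the threshold, 246 lost the call, 10 gained it and 1 reversed. For list tests these numbers were 392, 26, 5 and 11, of which 21 kept, 2 lost and 1 gained came from fry, a test against no change and not against other genes. Of the counts of list members, 495 stayed within 1.5 times and 225 did not, and of the other counts 100 and 64. The cause of a change was not tested, except that leaving out a library leaves fewer replicates and a stricter threshold calls fewer genes by construction.

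The count of changed genes was 2916 with DESeq2 (1316 higher, 1600 lower), 618 with the replicate number as a block (206 higher, 412 lower), 3454 after the correction for transcript length (1676 higher, 1778 lower), 259 at an adjusted p under 0.01 (90 higher, 169 lower) and 262 in a test against a fold of 1.5 (81 higher, 181 lower). Without TMM normalization 338 were higher. With single libraries left out the count ran from 117 to 6548, for higher genes from 47 to 3242 and for lower genes from 70 to 3306. The highest of these is without si control 1. At the thresholds of the methods, 211 genes were higher and 1438 lower without TMM normalization, 617 were lower when the p was adjusted, and 331 to 706 were higher with single libraries left out. All 1588 genes were also called by DESeq2, 1446 by limma-voom, 1526 with upper-quartile factors, 1248 without TMM normalization, 1386 without a filter, 1579 with the CPM filter, 1586 without si control 1 and 1529 after the length correction.

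Of the shared targets, 42 were higher without TMM normalization, 21 with the block, 149 after the length correction, 156 at an unadjusted p and 5 to 156 with single libraries left out. Lower were 215 with DESeq2, 61 with the block, 207 after the length correction, 237 at an unadjusted p and 8 to 235 with single libraries left out. Of 13 genes that the study names, 9 passed, 6 with the block and 0 to 12 with single libraries left out. The log2 fold change of BUB1 ran from −1.56 to −1.24 with single libraries left out, and that of STAT3 turned to 0.0253 after the length correction. The numbers were not taken to pair the libraries, since only 2 of 6 correlated best with the library of their own number.

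For the cell cycle list, the adjusted p of the shift was 0.117 with an estimated correlation, 0.250 in preranked GSEA and 0.0322 to 0.102 with single libraries left out. For the JAK-STAT list it was 0.0430 with limma-voom and 0.0110 to 0.309 with single libraries left out. With an estimated correlation, 2 lists passed in place of 18.

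Lists that did not pass turned direction as follows, with adjusted p. The STAT3 targets turned after the length correction (0.939). The proteasome turned after it (0.801) and without si control 2 or 3 (0.00263 to 0.868 over all), and passed as higher without si control 1. Luminal markers turned in GSEA (0.705), blood and endothelial markers without a filter (0.957), and housekeeping genes with limma-voom (0.846), without a filter (0.984), with the block (0.993) and without si BUB1 3 or si control 1 (0.394 to 0.998 over all).

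In the simulation with the real depths, 4.48% of the genes changed by a fold of 1.5 and 26.9% of those changed by a fold of 2 were recovered. With a length trend in 1 simulated control library, 0% of those changed by a fold of 2 were recovered (14.9% after correction). Only 230 genes were changed there, against 1588 called in the data, so the adjusted p set a stricter limit. These shares therefore do not tell how many real changes of that size are missed. The simulated trend was in a control library alone, whereas in the data the si BUB1 libraries carry one too. The gain from the correction in the simulation thus need not hold for the data.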

Differences from the paper's values

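For the shared targets of BUB1 and STAT3 that were higher with BUB1 siRNA, the count here was 91 at an adjusted p under 0.05 and 45 at the thresholds of the methods, against the paper's 209; the paper does not say which threshold its count used. The count here is of 401 tested genes from a table of 410, whereas the paper's counts of lower and higher genes add up to fewer, so the sets are not the same. The count came within 1.5 times of the paper's without si control 1 (156) and at an unadjusted p of 0.05 (156), and not with DESeq2 (134), limma-voom (92), upper-quartile factors (86), no TMM normalization (42), no filter (80), the CPM filter (91), the replicate number as a block (21) or any other library left out (5 to 18). The correction for transcript length, chosen after the values had been seen, gave 149, also within 1.5 times; the paper does not name the 209 genes, so how many of them it drops was not counted.

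For the JAK-STAT list, the p of preranked GSEA was 0.450 here, against the paper's about 0.091 in Fig. 2C, read by eye. The list here was written after the KEGG pathway and is not the MSigDB set of the paper, and no alternative had been set beforehand for this p. With the deposited KEGG annotation, chosen after the values had been seen, it was 0.377.

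The paper counts more shared targets as higher than lower, whereas by sign 242 of the 401 tested here were lower and 159 higher. The sets differ, since its 2 counts add up to fewer genes than the 410 of the table used here, and which genes it counted is not stated. At an unadjusted p of 0.05 the total here was 393, with 237 lower and 156 higher. In the copy of the study's table of changed genes, all 1944 genes also tested here have the same sign as here (Pearson correlation of the log2 fold changes 0.9998 across genes).

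The paper describes a significant overlap with JAK-STAT signaling and with the cell cycle from GSEA. In preranked GSEA the cell cycle list had p = 0.164 from permutation of genes here (adjusted p = 0.25), while camera gave adjusted p = 0.030 at the preset correlation and adjusted p = 0.12 with an estimated correlation. The ranking in GSEA was the one given above for the JAK-STAT list, and neither list is the MSigDB set of the paper. The JAK-STAT list had adjusted p = 0.13 from camera (adjusted p = 0.59 with an estimated correlation), and passed with limma-voom (0.043) and without si control 1 (0.011). It did not pass with DESeq2 (0.11), without TMM normalization (0.16) or after the correction for transcript length (0.20).

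Besides lower LHX1 protein in Western blots and lower LHX1 RNA with a BUB1 inhibitor, the paper reports LHX1 and POLQ as diminished in qRT-PCR. Their log2 fold changes here were below 0 but did not pass; LHX1 passed without si control 1 (adjusted p = 0.022), and POLQ with DESeq2 (adjusted p = 0.0046), upper-quartile factors (0.048), no filter (0.049) and without si control 1 (3.4e-06). With the corrections for transcript length and GC content, both chosen after the values had been seen, POLQ passed as well (0.0075 and 0.040). Of the others it names there, KIF18B passed in each setting with all libraries, E2F3 in each but the replicate number as a block (0.066), and NFATC2 in each but limma-voom (0.054), no filter (0.0504) and the block (0.081).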

Other observations

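Of the basal urothelial markers that fell with BUB1 siRNA, KRT14 had a log2 fold change of −2.93 (standard error 0.34, adjusted p = 0.00436), KRT13 of −2.67 (standard error 0.32, adjusted p = 0.00510), KRT5 of −2.15 (standard error 0.24, adjusted p = 0.00371) and KRT16, which shares sequence with KRT14, of −2.24 (standard error 0.39, adjusted p = 0.0150). Of 16 basal markers 6 were lower and none higher (8 over the list alone), with a median of −0.37 (adjusted p = 6.7e-05 from camera; adjusted p = 0.073 with an estimated correlation). Of 19 luminal markers 4 were lower (7 lower and 2 higher over the list alone), namely KRT19 at −1.35 (standard error 0.33, adjusted p = 0.0396), ERBB3 at −0.83 (standard error 0.17, adjusted p = 0.0244), FGFR3 at −0.81 (standard error 0.19, adjusted p = 0.0333) and CYP2J2 at −0.80 (standard error 0.19, adjusted p = 0.0347), with a median of −0.42 (adjusted p = 0.13; adjusted p = 0.26 with an estimated correlation and 0.029 after the correction for transcript length). In fry, which tests the luminal list against no change and not against other genes, the adjusted p was 0.020. Of the luminal markers without si control 1, 11 were lower and 5 higher, and after the correction for transcript length 8 were lower and 2 higher. Without si control 1 the log2 fold changes of KRT14, KRT13, KRT5 and KRT16 were −2.50, −2.61, −2.09 and −1.71. Those of KRT19, ERBB3, FGFR3 and CYP2J2 were then −0.88, −0.95, −0.92 and −0.86. Medians in si control 1 of the log2 ratio to si control 2 and 3 were −0.06 for the basal and 0.02 for the luminal list. With any other library left out, 3 to 5 basal and 0 or 1 luminal markers were lower.

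Of the genes of the unfolded protein response that changed, CALR had a log2 fold change of 1.03 (standard error 0.22, adjusted p = 0.0256), PDIA4 of 0.97 (standard error 0.18, adjusted p = 0.0166), DNAJB9 of 0.90 (standard error 0.17, adjusted p = 0.0187) and EDEM1 of −1.13 (standard error 0.16, adjusted p = 0.00721). Of 24 genes of the unfolded protein response 5 were higher and 1 lower (7 and 2 over the list alone), with a median of 0.34 (adjusted p = 0.0080 from camera; adjusted p = 0.35 with an estimated correlation and 0.31 in preranked GSEA). Against no change, which is what fry tests, the adjusted p was 0.069. Of these genes without si control 1, 17 were higher and 2 lower, with a median of 0.63. After the correction for transcript length 10 were higher and 2 lower. With any other library left out, 0 were higher and 0 or 1 lower. The median of si control 1 over si control 2 and 3 was 0.51.

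All 61 cytosolic ribosomal protein genes, a family with many pseudogenes, had a log2 fold change above 0, with a median of 0.51. By edgeR none passed an adjusted p under 0.05 (0 over the list alone, 7 higher at an unadjusted p, 3 higher with DESeq2). The list shifted (adjusted p = 9.7e-07 from camera; adjusted p = 0.59 with an estimated correlation). Tested with fry against no change, and not against other genes, it did not pass (adjusted p = 0.28). Its median log2 ratio in si control 1 was 1.24. Without that library 60 were higher and the median log2 fold change was 1.06. After the correction for transcript length 30 were higher.

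Of 34 proteasome genes none passed by edgeR (0 over the list alone; 1 higher and 2 lower at an unadjusted p, and 1 higher and 2 lower with DESeq2), with a median of −0.02 (adjusted p = 0.69 from camera; adjusted p = 0.97 with an estimated correlation). Without si control 1, which had a median log2 ratio of 0.81, 18 were higher and 3 lower. Of 14 housekeeping genes TFRC, the transferrin receptor, was lower at −1.91 (standard error 0.23, adjusted p = 0.00521) and PGK1 at −0.77 (standard error 0.16, adjusted p = 0.0232) (2 lower over the list alone), with a median of 0.19 (adjusted p = 0.94; adjusted p = 0.98 with an estimated correlation). The housekeeping median in si control 1 was 0.51, and without that library 7 were higher and 2 lower. Leaving out any other library, 0 or 1 housekeeping genes were lower.

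Of 7 fibroblast markers with enough counts COL3A1, LUM (−2.07 (standard error 0.54, adjusted p = 0.0444)) and COL1A1 (−1.44 (standard error 0.22, adjusted p = 0.0102)) were lower (3 lower and 1 higher over the list alone), with a median of −0.68 (adjusted p = 0.022 from camera; adjusted p = 0.17 with an estimated correlation, 0.23 in preranked GSEA, 0.061 with limma-voom, 0.054 without TMM normalization and 0.063 without si control 1) and a median of 0.55 in si control 1. Of 3 blood and endothelial markers with enough counts none passed by edgeR (0 over the list alone and with DESeq2; 1 higher at an unadjusted p), with a median of −0.16 (adjusted p = 0.74; adjusted p = 0.79 with an estimated correlation) and a median of −0.58 in si control 1.

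MKI67, the gene of Ki67, had 308 ± 193 CPM with control siRNA and 53.1 ± 7.10 CPM with BUB1 siRNA (SD, n = 3 each), a log2 fold change of −2.53 (standard error 0.54, adjusted p = 0.0264); its log2 ratio in si control 1 was −2.28, and its call was lost without any other library. POU5F1, which has a close copy and an overlap of 162 bases with TCF19, had a log2 fold change of −2.78 (standard error 0.63, adjusted p = 0.0316) or −3.90 without si BUB1 2, with the call lost without si BUB1 1 or 3 or si control 2 or 3.

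The 6 libraries make 10 splits into groups of 3, too few for a share under 0.05, and for each result below 1 split, the real one, reached its size. The real split gave 1588 changed genes and the highest other 0; 1298 and 449 genes at the thresholds of the methods; 226 and 0 shared targets; 18 and 16 list shifts; and 23 and 0 changed members of the cell cycle list.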
